# Trait correlated expression combined with expression QTL analysis reveals biological pathways and candidate genes affecting water holding capacity of muscle

**DOI:** 10.1186/1471-2164-9-367

**Published:** 2008-07-31

**Authors:** Siriluck Ponsuksili, Elisabeth Jonas, Eduard Murani, Chirawath Phatsara, Tiranun Srikanchai, Christina Walz, Manfred Schwerin, Karl Schellander, Klaus Wimmers

## Abstract

**Background:**

Leakage of water and ions and soluble proteins from muscle cells occurs during prolonged exercise due to ischemia causing muscle damage. Also *post mortem *anoxia during conversion of muscle to meat is marked by loss of water and soluble components from the muscle cell. There is considerable variation in the water holding capacity of meat affecting economy of meat production. Water holding capacity depends on numerous genetic and environmental factors relevant to structural and biochemical muscle fibre properties a well as *ante *and *post *slaughter metabolic processes.

**Results:**

Expression microarray analysis of M. *longissimus dorsi *RNAs of 74 F2 animals of a resource population showed 1,279 transcripts with trait correlated expression to water holding capacity. Negatively correlated transcripts were enriched in functional categories and pathways like extracellular matrix receptor interaction and calcium signalling. Transcripts with positive correlation dominantly represented biochemical processes including oxidative phosphorylation, mitochondrial pathways, as well as transporter activity. A linkage analysis of abundance of trait correlated transcripts revealed 897 expression QTL (eQTL) with 104 eQTL coinciding with QTL regions for water holding capacity; 96 transcripts had *trans *acting and 8 had *cis *acting regulation.

**Conclusion:**

The complex relationships between biological processes taking place in live skeletal muscle and meat quality are driven on the one hand by the energy reserves and their utilisation in the muscle and on the other hand by the muscle structure itself and calcium signalling. Holistic expression profiling was integrated with QTL analysis for the trait of interest and for gene expression levels for creation of a priority list of genes out of the orchestra of genes of biological networks relevant to the liability to develop elevated drip loss.

## Background

Prolonged exercises may lead to damage of muscle fibres with leakage of water, ions and proteins, in particular muscle specific enzymes, whose serum levels are diagnostic for muscle injury [1]. However the mechanisms that underlie the development of cellular muscle damage after exercise are not yet clarified. The extend of physical burden as well as nutritional and metabolic aspects, genetics and temperature affect the degree of damage, that is due to an imbalance of energy and oxygen demands and supply of the muscle cells [2-5]. Similarly, at *post mortem *termination of nutrient and energy supply and anoxia occurs. *Post mortem *anaerobe energy production by glycolysis stops at low pH and finally energy supply collapses marked by increased cytoplasmatic Ca^2+ ^levels and activation of Ca^2+ ^dependent intracellular processes. The conversion of muscle to meat is thus marked by the activity of proteins of the anaerobic energy and calcium metabolism, lactacidosis, assembly of actin-myosin-complexes and proteolysis. This is accompanied by leakage of the muscle cells and loss of water, ion and proteins. There is considerable variation in the amount of fluid released from the muscle during maturation to meat that might reflect difference in the sensitivity to metabolic imbalance and physical stressors of various genotypes. These biochemical processes play an important role not only in muscle injury but also in meat quality in pork industry. Water holding capacity (WHC) of pork is an important aspect of palatability that affects overall quality and acceptability of meat and is a consistent problem in the pork industry for many years [6,7]. Water-holding capacity can be measured in form of drip loss. Drip development during storage of meat is principally caused by shrinkage of myofibrils due to changes of energy reserves, pH and temperature *post mortem *[8]. Heritability estimates for drip loss vary from 0.08–0.30 depending on the method of drip measurement or breed [9-13]. Biological mechanisms and the genetic background underlying variation in drip are not fully understood.

A genome scan is the most general approach to identify genomic regions exhibiting quantitative trait loci (QTL), classically for complex phenotypic characteristics that vary in degree and can be attributed to effects of many gene (subsequently termed pheneQTL = pQTL). QTL for WHC were mapped in many regions of porcine chromosomes [14-17]. QTL regions are generally large and contain several putative causal genes. Combining microarray data with quantitative trait loci (pQTL) linkage studies offers new options of understanding the biology at a global level and the genetic factors affecting the trait of interest. Integration of positional and functional information facilitates focussing on most relevant candidate genes in each pQTL region [18]. QTL analysis of expression levels of a gene identifies genomic regions, which are likely to contain at least one causal gene with regulatory effect on the expression level, termed expression QTL, eQTL [19,20]. In order to identify genes and pathways with multiple evidence of their role in the biology of a trait, it is proposed here to combine (1) information on pQTL with analysis of (2) trait correlated expression and with (3) mapping of eQTL for the corresponding trait dependent regulated genes. Under the assumption that genes with trait correlated expression levels belong to pathways or networks relevant for the control of the trait, correlation analysis of microarray expression data and records of WHC, measured as drip loss, reveals a list of functional candidate genes. Functional annotation allows identification of biological pathways and offers an insight into the biological processes causing variation in the genetically based trait, WHC. Information of the expression study merged with results of a pQTL study for the trait drip loss performed in the same population already down scales the list of primary candidate genes. Further, adding eQTL analyses for transcripts showing trait dependent expression enables addressing genes, which show trait associated expression, map to pQTL regions, and exhibit *cis *regulation. These genes are functional positional candidate genes likely to exhibit polymorphisms affecting their own expression and by this the phenotypic trait drip loss, i.e. they are likely to be causal genes in the pQTL of that trait.

## Results

Expression profiling and eQTL analysis were conducted on 74 F2 animals of a resource population with previously identified pQTL for drip [21]. The 74 animals were chosen to give a good representation of the population in terms of families and genotypes at the major pQTL [22]. Using Affymetrix Porcine Genome Arrays, 23,256 expression measurements were obtained from each M. *longissimus dorsi *RNA samples of these animals representing 11,265 unique genes according to the annotation reported by Tsai et al. [23]. After processing the Affymetrix CEL files with MAS5, where a 'present call' is assigned, the pre-selected data set was further analyzed with the more sophisticated hybrid algorithm PLIER [24-27]. This revealed 11,453 probe sets for further. 

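RNA of the M. longissimus dorsi, the long muscle of the back, from 74 F2 pigs of the Duroc and Pietrain cross was hybridised to the Affymetrix Porcine Genome Array with 1 array per animal. Each transcript is read on this array by a set of short oligonucleotides, called a probe set. The animals are separate pigs and form a single group, because the labels give a running number per animal but no drip loss, sex, family, carcass weight, slaughter date or genotype. The correlations with drip loss and the eQTL were therefore not computed again here, and the measurements given beside the results describe how the called transcripts vary together over the same 74 animals. The authors' correlations also took account of family, sex, carcass weight and slaughter date, and the values used here are not adjusted for any of these. The deposited table holds linear intensities of 24123 probe sets, of which 124 are controls of the array, and it gives no present calls. Its arrays are not on a common level: the mean intensity of an array without the lowest and highest 2% of its probe sets was 116 ± 27.6 (SD, n = 74) and ran from 50.3 to 183.2. Each array was scaled to a trimmed mean of 500, the target the authors name for their global scaling, and the values were taken to log2. The 11453 probe sets of the highest median that are not controls were kept, as many as the authors kept by present calls. The lowest scaled median among them was 156. These hold 1103 of the 1279 transcripts in Additional file 1, 536 with a positive and 567 with a negative r. The annotation gives 1 gene symbol to 6153 of the kept probe sets, several to 130 and none to 5170. The label numbers run from 1 to 33 in 24 animals and from 60 to 114 in 50 animals, and what the numbers stand for is not stated. The level before scaling was 87.1 ± 14.9 (SD) in the 24 animals and 130 ± 20.2 (SD) in the 50 animals. On the first principal component of the kept probe sets, with 27.4% of the variance, the 24 animals scored 24.7 or more and the 50 animals -4.42 or less, so relations were also computed within each block of label numbers. The number of arrays limits the precision of each value.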

The overall strategy to identify functional positional candidate genes is shown on Figure 1.

**Figure 1:**
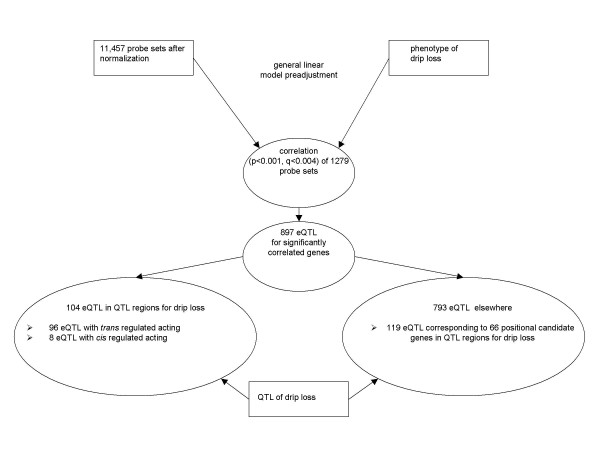
**Strategy of identification of candidate genes for WHC**. Genes rated present after normalization were included in the statistical analysis. Both expression and phenotype data were adjusted using the general linear model before performing Pearson correlation analysis. Genes with trait correlated expression were included in the eQTL analysis. Genes with significant eQTL were assigned *cis *regulated if the genes' position matches the position of its eQTL, others were considered *trans *regulated. Also the position of the genes relative to QTL for drip was taken into account.

### Correlation of transcript abundance and drip loss

The normalized expression data and drip loss phenotypes were pre-adjusted for systematic effects of family and treatment/environment using a general linear model. Pearson correlation was calculated between each of the 11,453 gene expression values and drip loss phenotypes. A histogram of pair wise correlation coefficients of expression value and drip loss is shown on Figure 2. 

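SUFU restrains hedgehog signalling, RAN is a small GTPase that moves cargo through the nuclear pore, and ITSN1 is a scaffold protein of endocytosis. SUFU has one of the largest positive r values with drip loss in Additional file 1, and RAN and ITSN1 have some of the largest negative ones. The log2 expression of SUFU was 8.32 ± 0.45 (SD, n = 74), that of ITSN1 8.77 ± 0.39 and that of RAN 9.65 ± 0.21. SUFU followed the mean z score of the positively correlated transcripts, with r = 0.754 over all animals, 0.57 in the 24 animals of the lower label numbers and 0.661 in the other 50. ITSN1 ran against that score (r = -0.468, and -0.603 and -0.392 in the blocks). RAN did so within the blocks (r = -0.431 and -0.462), but over all animals it passed neither with that score (r = -0.218, adjusted p = 0.067) nor with the score of the negatively correlated transcripts (r = 0.151, adjusted p = 0.21). With the mean of each block removed, the adjusted p from permutation tests over 51 named probe sets was 3.2e-05 for SUFU, 6e-05 for ITSN1 and 0.00029 for RAN. DESI2, which removes SUMO from proteins, is read by a pair of probe sets that both ran against the score of the positive transcripts over all animals (r = -0.572 and -0.757, adjusted p = 1.5e-05 for each). The first still passed with the block means removed (r = -0.428, adjusted p = 0.00056) and the second did not (r = -0.159, adjusted p = 0.19). With the score of the negative transcripts, to which DESI2 belongs, each passed with the block means removed (r = 0.619, adjusted p = 2.5e-05, and r = 0.334, adjusted p = 0.0033). C3H7orf26, whose function is not described in the annotation, followed the score of the negative transcripts, to which it belongs, with r = 0.347 (adjusted p = 0.0025; 0.628 and 0.325 in the blocks), and passed no test with that of the positive ones (r = -0.128, adjusted p = 0.28). TCF7L2, a transcription factor of Wnt signalling, and RAD51AP1, a DNA repair factor, lie below the kept probe sets, at 7.11 ± 0.46 and 6.23 ± 0.73. TCF7L2 followed the score with r = 0.345 (p = 0.099) and 0.569 (p = 4e-05), and RAD51AP1 with r = 0.51 (p = 0.012) and 0.355 (p = 0.012). The mean z scores of the 536 positive and 567 negative transcripts ran against each other with r = -0.829 (rho = -0.841) in the 24 animals and r = -0.688 (rho = -0.717) in the 50 animals, each with p = 1e-05, the smallest that 100000 permutations can give. Without the 2 animals farthest from the median, r over all others was -0.899. The mean r over all pairs of transcripts was 0.391 among the positive ones, 0.234 among the negative ones and -0.277 between them. In 10000 random lists of the same size and similar expression the medians were 0.0183, 0.00273 and 0.0034 (p = 0.0001 for each, the smallest these lists can give). With the block means removed, the values were 0.174, 0.122 and -0.111. The product of the paper's r values with drip loss, averaged over the same pairs, was 0.189 within the lists and -0.189 between them. The positive score was -0.766 ± 0.414 (SD) in the 24 animals and 0.368 ± 0.28 (SD) in the 50 animals, and the negative score was 0.539 ± 0.388 and -0.259 ± 0.264 (permutation p = 1e-05 for each). The study chose these transcripts on the same animals, so their co-expression is not independent evidence. In the values as deposited, not scaled, the mean r among the negative transcripts was 0.389, below the median of 0.45 in random lists (p = 1), so that their co-expression no longer passed, and between the lists it was 0.273, below the median of 0.436 in random lists (p = 0.0001).

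**Figure D1:**
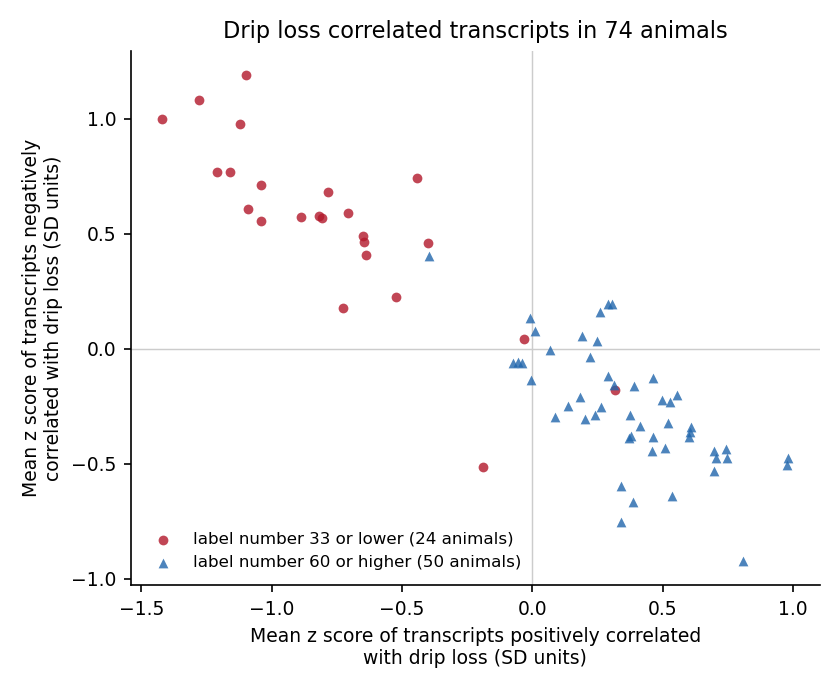
Mean z score of the 567 negatively correlated transcripts against that of the 536 positively correlated ones, 1 point per animal, coloured by block of label numbers (24 and 50 animals). Points fall from upper left to lower right within each block, with r = -0.829 and r = -0.688.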

A total of 1,279 genes were significantly associated at *p *≤ 0.001 corresponding to *q *≤ 0.004, with 601 genes showing negative correlation and 678 genes showing positive correlation of their transcript abundance with drip loss. The lists of coefficients of correlation (r) between drip loss and expression levels, p-values, as well as corresponding q-values are shown in supplementary table 1 [see Additional file 1]. The correlations ranged between l0.37-0.67l.

**Figure 2:**
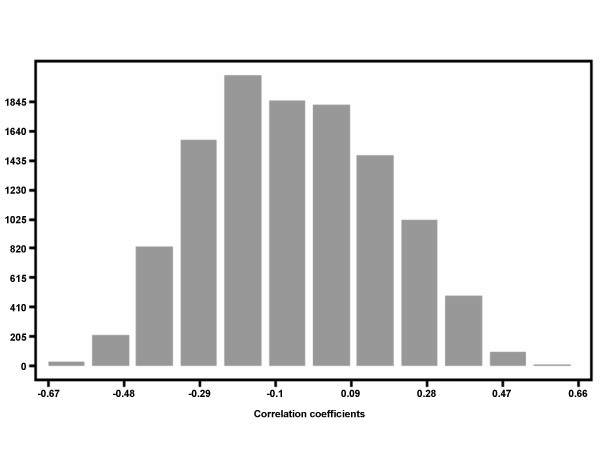
Histogram of the distribution of pair wise correlation coefficients of expression value and drip loss.

### Biological pathway associated with drip loss

We tested the list of significantly positive and negative correlated genes for enrichment in functional annotation groups as defined in the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases [28]. Out of 1279 probes sets 1076 had records in the GO database. GO categories of genes with expression levels negatively correlated with WHC, i.e. positively correlated to drip loss, are shown in Table 1. 

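MSN and EZR tie actin filaments to the plasma membrane, MYH9 is the heavy chain of a nonmuscle myosin, and all of them varied together over the animals. Each followed the mean of the other genes of a list of 27 cytoskeleton genes, with r = 0.735 for MSN, 0.734 for MYH9 and 0.711 for EZR. In the 24 and the 50 animals these were 0.721 and 0.711 for MSN, 0.889 and 0.617 for MYH9, and 0.797 and 0.668 for EZR. RDX, the third member of the family of MSN and EZR, ran the other way (r = -0.646). SDC2, a heparan sulfate carrier on the cell surface, ITGA5, the fibronectin-binding integrin chain, and CD47, an integrin-associated protein, followed a list of 7 integrins and other matrix receptors with r = 0.622, 0.465 and 0.429. ITGB1, the common integrin beta chain, had r = 0.113 and did not pass the test. The mean r over pairs of cytoskeleton genes was 0.0885, above the range of 95% of random lists (upper limit 0.0582), with 0.158 in the 24 and 0.088 in the 50 animals. Of the 27 genes, 14 were positively correlated with the mean of the others at an adjusted p under 0.05 over all lists and 14 when adjusted over the list alone. The mean r of the matrix receptors was 0.182 (upper limit of random lists 0.151), and 4 of the 7 genes passed either adjustment. The scores of the 2 lists rose together, with r = 0.683 (rho = 0.627) over all animals, 0.662 without the 2 animals farthest from the median, and 0.708 and 0.623 in the blocks. The adjusted p over 320 pairs of lists was 5.8e-05, the smallest these permutations can give after adjustment. Leukocyte markers, given under the other observations, also rose with the cytoskeleton score. Among the kept probe sets with 1 symbol, 1 of 40 cytoskeleton probe sets is in the positive list of Additional file 1, against 1.32 by chance (adjusted p = 1, Fisher's exact test). The 10 probe sets of the matrix receptors hold 0 of the positive list (unadjusted p = 1). Called probe sets without a symbol, those of LAMA4 and FN1 of Table 2 among them, could not be counted. The counts therefore cannot decide whether the paper's own groups are overrepresented.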

Five functional groups were found significant (median of EASE Score ≤ 0.05) including genes related to receptor and signal transducer activity, non-membrane-bound organelles, cytoskeleton, plasma membrane, and cell communication and signalling. Two KEGG pathways were also significant (EASE Score ≤ 0.05) 'extracellular matrix receptor interaction' and 'calcium signalling pathway'. The lists of genes of both pathways as well as the correlation coefficient with drip loss are shown in Table 2 and 3. 

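COL4A1 and LAMC1 are chains of the basement membrane around each fibre, COL6A3 belongs to the collagen of the surrounding matrix, and FN1 is fibronectin. All were lower in the 24 animals of the lower label numbers than in the other 50: by -0.42 on the log2 scale for COL4A1, -0.54 for LAMC1, -0.29 for COL6A3 and -0.89 for FN1 (permutation p = 1e-05, 1e-05, 0.0015 and 0.0035). FN1 stood at 7.61 ± 1.24 (SD, n = 74), and at 7.01 in the 24 animals, near background, which limits the size of its difference and spread. LAMA4, a further laminin chain, stood at 9.39 ± 0.40 and 9.79 ± 0.34 (p = 7e-05). COL1A1, the main fibrillar collagen, is read by a dim probe set outside the kept ones and did not differ detectably (-0.15, p = 0.27). Each of the 7 genes of Table 2 followed the mean of the others, with r from 0.386 (COL1A1) to 0.724 (COL6A3), and 7 of 7 did so in the 24 animals against 5 of 7 in the 50. PNUTL1, a septin that the annotation calls SEPT5, had r = 0.457. In a list of 25 extracellular matrix genes, which was not chosen on these animals, 11 genes were higher and 14 lower in the 24 animals, and the score did not differ detectably (-0.22 SD, adjusted p = 0.52).

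GNAS, the stimulatory G protein, had the largest difference among the kept probe sets of Table 3, at 7.09 ± 0.70 (SD) against 9.12 ± 0.32 (SD) in the 50 animals. PPP3CB, a catalytic chain of calcineurin, stood at 7.84 ± 0.38 and 8.83 ± 0.29, and RYR1, the calcium release channel of the sarcoplasmic reticulum, at 13.92 ± 0.26 and 14.34 ± 0.25 (p = 1e-05 for each). ATP2A2 and ATP2B4, calcium pumps of the reticulum and of the cell membrane, were lower by -0.67 and -0.43, while OXTR, the oxytocin receptor, was lower on a dim probe set outside the kept ones (5.62 and 7.37), where background limits the size of the difference. The value of GNAS in the 24 animals also lies near background. In a list of 21 genes of calcium handling, not chosen on these animals, the score went the other way and was higher in the 24 animals by 0.83 SD, with 14 genes higher and 7 lower (adjusted p = 0.0028). ERBB3, a receptor of neuregulin, did not differ detectably (-0.27, p = 0.13). Each of the 8 genes of Table 3 followed the others, with r from 0.292 (ERBB3) to 0.866 (GNAS), but only 5 did so in the 24 animals and 3 in the 50. The mean r over pairs was 0.442 among the matrix genes of Table 2, and 0.487 among the calcium genes of Table 3, against medians of -0.0115 and -0.00407 in random lists (p = 0.0001). With the block means removed these were 0.361 and 0.213. The mean z scores of the tables rose together, with r = 0.783 over all animals, 0.823 in the 24 and 0.575 in the 50. The study chose these genes on the same animals, so this is not independent evidence.

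Within that matrix list, which shares genes with Table 2, COL6A3 followed the others with r = 0.924 and 0.856 in the blocks, and SPARC, a collagen-binding protein, with r = 0.747 and 0.755. VTN, vitronectin, followed neither way (r = -0.0381). The mean r was 0.262 (upper limit of 95% of random lists 0.0512), and 21 of the 25 genes passed, 21 when adjusted over the list alone. Among the 21 genes of calcium handling, CAMK2G, a calcium-dependent kinase, ORAI1, a store-operated channel, and ATP2A1, the pump of fast fibres, followed the list with r = 0.61 (0.717 and 0.564 in the blocks), 0.565 (0.665 and 0.525) and 0.553 (0.548 and 0.493), while S100A1, a calcium sensor, ran against it (r = -0.356, -0.752 and -0.246 in the blocks). Their mean r of 0.0396 was within that of random lists (p = 0.31), and 6 genes passed either adjustment in the positive direction. The calpains CAPN1 and CAPN3 are proteases of muscle, and CAST inhibits CAPN1. CAPN1 and CAST followed the other calpain genes with r = 0.276 and 0.253 (adjusted p = 0.022 and 0.038). CAPN3 ran against them (r = -0.468, adjusted p = 5.3e-05). None of these passed with the block means removed. The value of CAPN3 is the mean z score of probe sets that behaved differently. A dimmer one was lower in the 24 animals by -3.22 on the log2 scale, and the brighter one did not differ detectably. With 1 probe set per gene the mean r of the calpain genes was positive, as given under the processing. In the positive direction, 2 of 6 genes passed over all lists against 0 when adjusted over the list alone. The mean r of the calpain genes was -0.0175 (p = 0.59), and their score was higher in the 24 animals by 1.84 SD (5 of 6 genes higher, adjusted p = 6.5e-05). The positive list of Additional file 1 holds 3 of 33 matrix probe sets, against 1.09 by chance (adjusted p = 0.42), and 5 of 37 of calcium handling, against 1.22 (adjusted p = 0.093, Fisher's exact test). With all probe sets that are not controls, 5 of 40 of calcium handling passed (adjusted p = 0.029). Only probe sets with 1 symbol were counted. The called probe sets of LAMA4, FN1, COL4A1, GNAS and ATP2B4, among others, carry no symbol in the annotation and were left out. The counts therefore cannot decide whether the paper's pathways are overrepresented.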

Among the genes with negative correlation of expression level with drip loss, functional groups represented were mitochondrial genes, electron and ion transporter activity, and protein metabolism (Table 4). 

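MRPS11 and MRPL17 are proteins of the mitochondrial ribosome, which makes the subunits of the respiratory chain that mitochondrial DNA encodes. Both followed the mean of the other genes of a list of 58 mitochondrial ribosomal proteins, with r = 0.787 (0.495 in the 24 and 0.851 in the 50 animals) and r = 0.757 (0.756 and 0.693). MRPL24, of the same ribosome, did not (r = -0.194). MDH2, IDH3A and FH are enzymes of the citric acid cycle and followed its 16 genes with r = 0.805 (0.742 and 0.829 in the blocks), 0.731 (0.763 and 0.693) and 0.662 (0.725 and 0.728). IDH3B, a partner chain of IDH3A, had r = -0.15 (-0.361 and 0.247). ETFDH passes electrons from fatty acid oxidation to the respiratory chain, and it followed the 16 genes of that pathway with r = 0.843 (0.816 and 0.842 in the blocks), ahead of the enzymes ACAA2 (0.753, 0.643 and 0.726) and ACADVL (0.744, 0.604 and 0.799). ECHS1, of the same pathway, had r = -0.0619. In the synthesis and breakdown of protein, RPS10 followed 55 cytosolic ribosomal proteins with r = 0.883 (0.923 and 0.852 in the blocks) and PSMB4 followed 33 proteasome genes with r = 0.769 (0.817 and 0.796). RPL23 and PSMD5 ran against their lists (r = -0.326 and -0.332), RPL23 no longer with the block means removed (r = 0.0177).

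The mean r over pairs was 0.149 for the mitochondrial ribosome, 0.233 for the citric acid cycle, 0.289 for fatty acid oxidation, 0.312 for the cytosolic ribosome and 0.152 for the proteasome. Each lay above the range of 95% of random lists (upper limits 0.0265, 0.137, 0.106, 0.161 and 0.0871). Over all lists 44, 13, 13, 47 and 25 of their genes were positively correlated with the mean of the others, and as many when adjusted over the list alone. The negative list of Additional file 1 holds 15 of 69 probe sets of the mitochondrial ribosome, against 3.89 by chance (odds ratio 4.81, adjusted p = 8.6e-05, Fisher's exact test). It holds 4 of 18 of the citric acid cycle (adjusted p = 0.15, or 0.03 with all probe sets that are not controls), 2 of 38 of the proteasome, and 0 of 20 of fatty acid oxidation (unadjusted p = 0.63). Of 77 probe sets of the cytosolic ribosome it holds 0 (unadjusted p = 0.022), and the positive list holds 6 (adjusted p = 0.28). Scores of the mitochondrial and of the cytosolic ribosome were higher in the 24 animals than in the 50, by 0.94 and 0.90 SD (adjusted p = 0.0011 and 0.0018). Those of fatty acid oxidation were lower, by -0.90 SD (adjusted p = 0.0018).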

The KEGG pathway 'oxidative phosphorylation', which belongs to the functional group of transporters activity, was also significant (EASE Score = 1.26E-06). Twenty genes in this pathway were found significantly correlated with drip loss (Table 5).

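NDUFA12, NDUFA8 and NDUFB7 are subunits of complex I, which takes electrons from NADH into the respiratory chain, and ATP5H is a subunit of the ATP synthase. NDUFA12 stood at 13.37 ± 0.22 (SD) in the 24 animals of the lower label numbers and 12.51 ± 0.26 (SD) in the other 50, the largest difference among the genes of Table 5 (0.85 on the log2 scale, permutation p = 1e-05). NDUFB7 stood at 12.42 ± 0.32 and 11.76 ± 0.25, and NDUFA8 and ATP5H were higher in the 24 animals by 0.64 and 0.44. CYC1 of complex III (0.16, p = 0.079), NDUFS6 of complex I (0.09, p = 0.24), COX10, which makes heme for complex IV (0.16, p = 0.11), and COX6A2, the muscle form of a complex IV subunit (0.03, p = 0.82), did not differ detectably. NDUFA8 followed the mean of the other genes of Table 5 with r = 0.946, ATP5H with 0.93, NDUFA12 with 0.83 and CYC1 with 0.747. The vacuolar proton pump subunit ATP6V1F had r = 0.562, NDUFC1 0.388 and COX10 0.355. COX6A2 followed neither way (r = 0.0367, p = 0.76), and the other 19 of the 20 passed the test, while 15 of the 20 passed in the 24 animals alone and 18 in the 50. The mean r over pairs was 0.542, against a median of 0.0489 in random lists (p = 0.0001), and 0.45 with the block means removed. In the values as deposited, not scaled, it was 0.569 against a median of 0.517 in random lists, and no longer passed (p = 0.21). The study chose these genes on the same animals, so this is not independent evidence.

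In a list of 61 nuclear-encoded subunits, not chosen on these animals but sharing genes with Table 5, NDUFS7 followed the others with r = 0.877 (0.867 and 0.868 in the blocks), NDUFAB1 with 0.862 and NDUFB8 with 0.861. COX6A1, the form of COX6A2 in other tissues, had r = -0.206 (adjusted p = 0.092), and it ran against the list with the block means removed (r = -0.361, adjusted p = 0.0023). The mean r was 0.332 (0.308 and 0.416 in the blocks), and 56 of the 61 genes passed, 56 when adjusted over the list alone. By complex the mean r was 0.405 for the 33 genes of complex I, 0.338 for 4 of complex II, 0.522 for 3 of complex III, 0.117 for 6 of complex IV and 0.312 for 15 of the ATP synthase. Complexes II, III and IV lay within the range of 95% of random lists (p = 0.039, 0.029 and 0.39). In these lists 31, 3, 3, 4 and 14 genes passed, and as many when adjusted over the list alone. The negative list of Additional file 1 holds 13 of 39 probe sets of complex I, against 2.2 by chance (odds ratio 8.65, adjusted p = 5.4e-06, Fisher's exact test), and 4 of 18 of the ATP synthase (odds ratio 4.82, adjusted p = 0.15). With all probe sets that are not controls, 4 of 20 of the ATP synthase passed (adjusted p = 0.039). It holds 17 of all 72 probe sets (expected 4.06, adjusted p = 8.5e-06). The score of the 61 genes was higher in the 24 animals by 0.82 SD (adjusted p = 0.0032) and that of complex I by 1.21 SD. That of the complex III list was lower by -1.43 SD, with 0 of its 3 genes higher (adjusted p = 6.5e-05 for each complex). These 3 genes are UQCRB, UQCR10 and CYCS, the electron carrier cytochrome c. The list lacks CYC1, which stood 0.16 higher in the 24 animals (p = 0.079), so the shift was not shown for the complex as a whole.

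Genes of the surrounding matrix ran the other way. The scores of the 25 matrix genes and the 61 subunits had r = -0.537 (rho = -0.563, adjusted p = 5.8e-05) over all animals, -0.541 without the 2 animals farthest from the median, and -0.648 and -0.521 in the blocks. The scores of Tables 2 and 5 had r = -0.397 in the 24 animals (p = 0.055) and -0.489 in the 50, and those of Tables 3 and 5 had r = -0.582 and -0.384. All of these relations turned positive in the values as deposited, with r = 0.496 for the matrix score and the subunits, 0.244 for Tables 2 and 5, and 0.302 for Tables 3 and 5. The score of adipocyte markers, given under the other observations, also rose with the matrix score and fell as that of the subunits rose.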

**Table 1:** GO categories of genes with positively correlated expression with drip loss

Functional Group 1	Median: 0.005	Number of genes	% of genes in pathways	EASE Score
GOTERM_MF_ALL	receptor activity	55	8.91	0.000
GOTERM_MF_ALL	signal transducer activity	84	13.61	0.006
GOTERM_MF_ALL	transmembrane receptor activity	28	4.54	0.009
				
Functional Group 2	Median: 0.006			
GOTERM_CC_ALL	intracellular non-membrane-bound organelle	76	12.32	0.006
GOTERM_CC_ALL	non-membrane-bound organelle	76	12.32	0.006
				
Functional Group 3	Median: 0.011			
GOTERM_BP_ALL	cytoskeleton organization and biogenesis	28	4.54	0.003
GOTERM_MF_ALL	actin binding	22	3.57	0.003
GOTERM_MF_ALL	cytoskeletal protein binding	28	4.54	0.005
GOTERM_BP_ALL	actin filament-based process	16	2.59	0.011
GOTERM_CC_ALL	cytoskeleton	44	7.13	0.013
GOTERM_BP_ALL	actin cytoskeleton organization and biogenesis	15	2.43	0.014
GOTERM_CC_ALL	actin cytoskeleton	17	2.76	0.061
				
Functional Group 4	Median: 0.018			
GOTERM_CC_ALL	plasma membrane	65	10.53	0.006
GOTERM_CC_ALL	integral to plasma membrane	43	6.97	0.018
GOTERM_CC_ALL	intrinsic to plasma membrane	43	6.97	0.020
				
Functional Group 5	Median: 0.011			
GOTERM_BP_ALL	cell communication	114	18.48	0.011
GOTERM_BP_ALL	signal transduction	107	17.34	0.011
GOTERM_BP_ALL	intracellular signaling cascade	52	8.43	0.046

**Table 2:** Genes of extracellular matrix receptor pathway positively correlated with drip loss

AFFY_ID	r	p-value	q-value	gene name (gene symbol)
Ssc_24909_1_S1_at	0.413	0.0003	0.0017	laminin, alpha 4 (LAMA4)
Ssc_8843_1_A1_at	0.397	0.0005	0.0023	fibronectin 1 (FN1)
Ssc_3902_1_S1_at	0.476	<.0001	0.0001	septin 5 (PNUTL1)
Ssc_4345_1_S2_at	0.386	0.0007	0.0028	collagen, type IV, alpha 1 (COL4A1)
Ssc_16589_1_S1_at	0.380	0.0008	0.0031	collagen, type VI, alpha 3 (COL6A3)
Ssc_1099_1_S1_at	0.398	0.0004	0.0020	laminin, gamma 1 (LAMC1)
Ssc_1091_3_A1_at	0.472	<.0001	0.0001	collagen, type I, alpha 1 (COL1A1)

**Table 3:** Genes of calcium signalling pathway positively correlated with drip loss

AFFY_ID	r	p-value	q-value	gene name (gene symbol)
Ssc_22248_1_A1_at	0.478	<.0001	0.0001	guanine nucleotide binding protein, alpha stimulating complex locus (GNAS)
Ssc_17453_1_S1_at	0.389	0.0006	0.0025	ATPase, Ca++ transporting, plasma membrane 4 (ATP2B4)
Ssc_4203_1_S1_at	0.379	0.0009	0.0033	v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (ERBB3)
Ssc_7883_1_A1_at	0.377	0.0009	0.0033	oxytocin receptor (OXTR)
Ssc_25651_1_S1_at	0.446	<.0001	0.0001	protein phosphatase 3 (formerly 2B), catalytic subunit, beta isoform (PPP3CB)
Ssc_22641_1_S1_at	0.489	<.0001	0.0001	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2 (ATP2A2)
Ssc_55_1_S1_at	0.664	<.0001	0.0001	epidermal growth factor receptor (EGFR)
Ssc_8_1_S1_at	0.395	0.0005	0.0023	ryanodine receptor 1 (RYR1)

**Table 4:** GO categories of genes with negatively correlated expression with drip loss

Functional Group 1	Median: 1.69E-4	Number of genes	% of genes in pathways	EASE Score
GOTERM_CC_ALL	mitochondrion	63	11.89	8.28E-09
				
Functional Group 2	Median: 2.35E-4			
GOTERM_MF_ALL	electron carrier activity	17	3.21	9.21E-07
GOTERM_MF_ALL	NADH dehydrogenase activity	13	2.45	2.26E-06
GOTERM_MF_ALL	carrier activity	35	6.60	3.57E-06
GOTERM_MF_ALL	sodium ion transporter activity	13	2.45	4.24E-06
GOTERM_MF_ALL	oxidoreductase activity	15	2.83	5.05E-06
GOTERM_MF_ALL	hydrogen ion transporter activity	20	3.77	4.90E-05
GOTERM_MF_ALL	inorganic cation transporter activity	20	3.77	8.29E-05
GOTERM_MF_ALL	primary active transporter activity	22	4.15	9.72E-05
GOTERM_MF_ALL	electron transporter activity	25	4.72	1.29E-04
GOTERM_MF_ALL	metal ion transporter activity	14	2.64	3.41E-04
GOTERM_MF_ALL	cation transporter activity	30	5.66	6.26E-04
GOTERM_MF_ALL	ion transporter activity	33	6.23	0.002
GOTERM_MF_ALL	transporter activity	60	11.32	0.007
GOTERM_BP_ALL	generation of precursor metabolites and energy	32	6.04	0.032
				
Functional Group 3	Median: 0.050			
GOTERM_BP_ALL	protein metabolism	131	24.72	0.002
GOTERM_BP_ALL	cellular protein metabolism	121	22.83	0.003
GOTERM_BP_ALL	cellular metabolism	244	46.04	0.005
GOTERM_BP_ALL	cellular macromolecule metabolism	121	22.83	0.005
GOTERM_BP_ALL	macromolecule metabolism	168	31.70	0.007
GOTERM_BP_ALL	metabolism	255	48.11	0.013
GOTERM_BP_ALL	cellular process	338	63.77	0.051

**Table 5:** Genes of with oxidative phosphorylation pathway negatively correlated with drip loss

AFFY_ID	r	p-value	q-value	gene name (symbol)
Ssc_886_1_S1_at	-0.381	0.0008	0.0035	cytochrome c-1 (CYC1)
Ssc_2028_1_S1_at	-0.400	0.0004	0.0022	ATPase, H+ transporting, lysosomal 14 kDa, V1 subunit F (ATP6V1F)
Ssc_26100_1_S1_at	-0.438	<.0001	0.0001	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7 (NDUFB7)
Ssc_922_2_S1_at	-0.449	<.0001	0.0001	NADH dehydrogenase (ubiquinone) flavoprotein 2 (NDUFV2)
Ssc_3869_1_A1_at	-0.451	<.0001	0.0001	NADH dehydrogenase (ubiquinone) 1, subcomplex unknown, 1 (NDUFC1)
Ssc_15103_1_S1_at	-0.543	<.0001	0.0001	NADH dehydrogenase (ubiquinone) Fe-S protein 6 (NDUFS6)
Ssc_22694_1_S1_at	-0.413	0.0003	0.0019	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6 (NDUFB6)
Ssc_21308_2_S1_at	-0.387	0.0007	0.0033	cytochrome c oxidase assembly protein (COX10)
Ssc_2184_1_S1_at	-0.415	0.0002	0.0015	cytochrome c oxidase subunit VIa polypeptide 2 (COX6A2)
Ssc_2957_1_S1_at	-0.500	<.0001	0.0001	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit G (ATP5L)
Ssc_1219_1_S1_at	-0.439	<.0001	0.0001	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit d (ATP5H)
Ssc_17183_1_S1_at	-0.445	<.0001	0.0001	ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit (ATP5D)
Ssc_1108_1_S1_at	-0.398	0.0004	0.0022	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8 (NDUFA8)
Ssc_6891_1_S1_at	-0.392	0.0006	0.0029	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 4 (NDUFB4)
Ssc_23542_1_A1_at	-0.406	0.0003	0.0019	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11 (NDUFB11)
Ssc_20956_1_S1_at	-0.401	0.0004	0.0022	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 3 (NDUFA3)
Ssc_1287_1_S1_at	-0.382	0.0008	0.0035	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9 (NDUFB9)
Ssc_3708_1_S1_at	-0.430	0.0001	0.0009	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex (NDUFA12)
Ssc_1687_1_S1_at	-0.433	0.0001	0.0009	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10 (NDUFB10)
Ssc_24943_1_S1_at	-0.466	<.0001	0.0001	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 11(NDUFA11)

### Coincidence of eQTL and pQTL for drip loss

In order to scale down the list of candidate genes that can be derived from the previously done pQTL study and from the global analysis of trait correlated expression presented here we aimed to combine these approaches with an analysis of eQTL.

Classically, QTL analysis is applied for the identification of genes responsible for complex traits such as meat quality or growth traits (pQTL). Similarly, when the expression levels of genes are defined as a quantitative trait, QTL analysis can map the genetic determinants responsible for their transcriptional levels (eQTL). As described by Liu [21], four pQTL for drip loss were identified with line cross models on SSC2, SSC3, SSC5 and SSC18 between *SW2623-S0141*, *SW72-S0164*, *SW491-SW1482 *and *S0062-SWR414*, respectively. For half sib models, pQTL for drip were detected on SSC6 and SSC18 at position *S0035-S0087 *and *SWR414-SY31*. Combined line cross and half sib models revealed an additional drip loss pQTL on SSC4 in position *S0214-S0097 *(Liu et al., accepted).

A total of 1279 genes with significant correlation of transcript abundance to drip loss were selected for eQTL linkage mapping. Significance thresholds were determined by 10,000 permutations according to Churchill and Doerge [29] revealing 5% and 1% chromosome-wide significance levels as well as 5% and 1% genome-wide significance levels after Bonferroni correction for 18 autosomes of the haploid porcine genome. The 5% chromosome-wide threshold corresponds approximately to the suggestive linkage threshold proposed by Lander and Kruglyak [30]. In total the analysis revealed 897 eQTL with chromosome-wide significance at the p ≤ 0.05 level including 156 eQTL significant at the p ≤ 0.01 chromosome-wide level and 48 and 12 eQTL significant at genome-wide p ≤ 0.05 and p ≤ 0.01 levels, respectively [see Additional file 2]. 

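The 897 eQTL of Additional file 2 belong to 611 transcripts, 308 of which have a positive r with drip loss and the others a negative one. SSC12 holds 109 of them, SSC3 and SSC16 hold 90 each and SSC14 holds 84, while SSC5 holds 19. The most crowded stretch is the first 5 cM of SSC3, with 31 transcripts, 28 of them positive. Their pairs varied together with a mean r of 0.449, where r counts as positive if a pair moves as its r values with drip loss would have it (0.478 in the 24 and 0.27 in the 50 animals). From 85 to 90 cM of SSC3 there are 29 transcripts, 22 of them negative (mean r 0.287, 0.355 and 0.196 in the blocks). The 15 transcripts from 110 to 115 cM of SSC12 had the highest mean r of the 5 most crowded stretches, 0.585 (0.553 and 0.433 in the blocks). On SSC16 from 45 to 50 cM the 16 transcripts had 0.391 (0.417 and 0.197 in the blocks), and on SSC17 up to 5 cM the 15 transcripts had 0.279, which fell to 0.12 with the block means removed (0.177 and 0.0824 in the blocks). Over all chromosomes, 4969 pairs with eQTL within 5 cM of each other had a mean r of 0.361, and the 181386 other pairs had 0.231. The difference of 0.13 lay outside the range of -0.0137 to 0.0143 that holds 95% of permutations of the positions (p = 0.0001, the smallest that 10000 permutations can give). It was 0.149 in the 24 animals and 0.146 in the 50. Transcripts that vary together for any reason also tend to be mapped to one place in the same animals, so the difference does not tell what they share. Among the kept called probe sets, the 537 with an eQTL spread less between animals than the 566 without, with median SDs of 0.41 and 0.508 on the log2 scale (difference -0.0978, permutation p = 1e-05). With the block means removed the SDs were 0.365 and 0.409 (p = 7e-05). The probe sets with and without an eQTL were not matched on expression level, so a part of level in this difference was not excluded.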

The eQTL distribution on all chromosomes is shown in Figure 3. The F-value of eQTL ranged from 4.4 to 18.2 corresponding to LOD scores of 1.8 to 6.4 for different chromosomes. In total 104 significant eQTL were detected in the pQTL target regions for drip loss on SSC2, 3, 4, 5, 6, and 18 [see Additional file 3]. Additional 66 candidate genes mapping within the pQTL regions for drip loss on SSC 2, 3, 4, 5, 6 and 18 showed 119 eQTL in other genomic regions, thus indicating *trans *mode of regulation [see Additional file 4].

**Figure 3:**
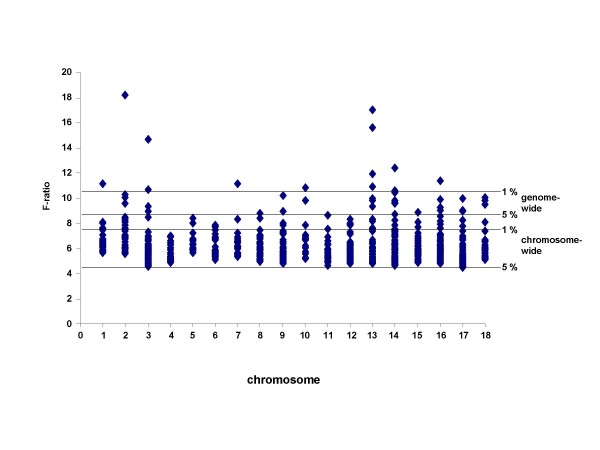
***F*-statistic of a total of 897 eQTL on all 18 porcine chromosomes**. The horizontal lines represent the respective significance thresholds.

Mapping of eQTL to the gene itself indicates that *cis *changes are responsible for the different expression levels, whereas mapping positions of eQTL different from the position of the corresponding genes indicate *trans *regulation. 

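Among the 8 genes of Table 6, AHNAK is a giant scaffold protein under the cell membrane, SLC3A2 the heavy chain of amino acid transporters, MAP4K4 a kinase of stress signalling and USP39 a factor of RNA splicing. PRCC is a nuclear protein linked to splicing, COQ9 is needed to make coenzyme Q, the electron carrier of the respiratory chain, BBS2 belongs to a complex of cilia, and LOC162073 is a protein of unnamed function. LOC162073 and COQ9 ran against each other over the animals, with r = -0.511 (rho = -0.439, -0.459 without the 2 animals farthest from the median, and -0.642 and -0.407 in the blocks). AHNAK rose with LOC162073 (r = 0.48, rho = 0.498, 0.503 without the 2 animals, and 0.366 and 0.549 in the blocks). SLC3A2 rose with PRCC (r = 0.464, rho = 0.386, 0.441 without the 2 animals, and 0.571 and 0.341 in the blocks). AHNAK and SLC3A2 showed no relation that passed the test (r = 0.136, adjusted p = 0.35). The adjusted p over 36 pairs, EGFR included, was 6e-05 for the first and second of these and 0.00021 for the third. With the score of the positively correlated transcripts, LOC162073 had r = 0.841 in the 24 and 0.674 in the 50 animals, AHNAK 0.424 (p = 0.038) and 0.44 (p = 0.0014), and COQ9 -0.807 and -0.567. MAP4K4 passed over all animals (r = 0.498, adjusted p = 1.5e-05) and with the block means removed (0.284, adjusted p = 0.032), with 0.374 (p = 0.073) and 0.197 (p = 0.17) in the blocks. BBS2 passed over all animals (0.305, adjusted p = 0.0097) but not with the block means removed (0.135, adjusted p = 0.32), and likewise with the score of the negative transcripts (r = -0.364, adjusted p = 0.002, and -0.244, adjusted p = 0.052, with the block means removed). SLC3A2, PRCC and COQ9 followed the negatively correlated transcripts in the 24 animals (r = 0.566, 0.517 and 0.781) and in the 50 (0.436, 0.348 and 0.698). USP39 had r = 0.652 with that score in the 24 animals, 0.168 (p = 0.25) in the 50 and -0.0635 (p = 0.59) over all 74. AHNAK, LOC162073, USP39 and BBS2 carry no symbol in the annotation used here, and their names are the paper's.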

By these definitions of *cis *and *trans *acting regulation out of 104 eQTL that coincided with pQTL for drip, 96 belong to genes that had *trans *acting regulation of transcription, 8 genes had *cis *acting transcriptional regulation (Table 6). For 7 out of these 8 *cis *regulated genes additional *trans *acting regulatory regions were found.

**Table 6:** Eight candidate genes with *cis *eQTL in the region of drip loss QTL of SSC2, 3, 4 and 6 and trait correlated expression

	eQTL			trait correlated expression			
			
Probe_Set_ID	SSC	POS [cM]	F	r	p-value	q-value	gene name (symbol)
Ssc.16645.1.S1_at	2	20	18.2	0.53	<.0001	9.44E-05	AHNAK nucleoprotein (AHNAK)
Ssc.2330.1.S1_at	2	35	6.5	-0.43	<.0001	8.77E-04	solute carrier family 3 (SLC3A2)
Ssc_3574_1_A1_at	3	0	9.4	0.56	<.0001	9.44E-05	mitogen-activated protein kinase kinase kinase kinase 4 (MAP4K4)
Ssc_10360_1_S1_at	3	0	5.1	0.51	<.0001	9.44E-05	hypothetical protein (LOC162073)
Ssc.20772.1.S1_at	3	37	5.2	-0.49	<.0001	1.03E-04	ubiquitin specific peptidase 39 (USP39)
Ssc_12110_1_S1_at	4	66	7.0	-0.58	<.0001	1.03E-04	papillary renal cell carcinoma (PRCC)
Ssc_5334_1_S1_at	6	42	7.5	-0.47	<.0001	1.03E-04	coenzyme Q9 homolog (CoQ9)
Ssc_4843_1_A1_at	6	46	5.1	0.45	<.0001	9.44E-05	Bardet-Biedl syndrome 2 (BBS2)

According to mapping information of Affymetrix probe sets accessible via the PigQTLdb about 300 porcine Affymetrix elements are located at the pQTL for drip loss on SSC2 between markers *SW2623-S0141 *[[31], ]. In this region 14 eQTL were mapped. Out of these 2 corresponded to genes that were under *cis *acting transcriptional control, Ssc.16645.1.S1 (*AHNAK*) and Ssc.2330.1.S1 (*SLC3A2*), while the other corresponded to genes that mapped elsewhere, thus indicating *trans *acting control. 

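AHNAK was an abundant transcript, with a median scaled intensity of 12200. It stood at 13.22 ± 0.59 (SD) on the log2 scale in the 24 animals of the lower label numbers and 13.63 ± 0.36 (SD) in the other 50 (difference -0.41, permutation p = 0.00053). With it rose PI4K2A, a lipid kinase of endosomes (r = 0.602, 0.66 in the 24 and 0.253 in the 50 animals), BACE1, a membrane protease (0.585, 0.663 and 0.267), JARID2, a chromatin factor (0.583, 0.55 and 0.423), and IGF1R, a growth factor receptor of muscle (0.562, 0.563 and 0.398, adjusted p = 6.9e-05 from limma). The enzyme PCYOX1 fell as AHNAK rose (r = -0.602, -0.617 and -0.368), as did AIMP1, a partner of tRNA synthetases (-0.58, -0.501 and -0.493), and SMAD4, the shared mediator of TGF-beta signalling (-0.555, -0.512 and -0.359). AHNAK rose with the score of the 27 cytoskeleton genes (r = 0.412, rho = 0.382, 0.395 without the 2 animals farthest from the median, and 0.517 and 0.3 in the blocks, adjusted p = 0.0033 over 234 relations). Its relations with the subunits of oxidative phosphorylation (r = -0.221, adjusted p = 0.13; rho = -0.271, adjusted p = 0.053) did not pass the test. With the matrix genes r did not pass (0.279, adjusted p = 0.051), and rho did (0.31, adjusted p = 0.026). The same held for endothelial markers (r = 0.254, adjusted p = 0.075, and rho = 0.402, adjusted p = 0.0021). Over all animals AHNAK fell as the score of the calpain genes rose (r = -0.284, adjusted p = 0.049, and rho = -0.46, adjusted p = 0.00063). It rose with the immediate early and heat shock genes (r = 0.342, adjusted p = 0.014). In the 24 animals the calpain score was higher by 1.84 SD, and the immediate early and heat shock score was lower (-1.68 SD). AHNAK was also lower there, so these pooled values do not separate a relation within the blocks from that shift. SLC3A2 stood at 10.84 ± 0.61 (SD) and 10.57 ± 0.56 (SD) in the blocks (p = 0.067). With it rose DEDD, a death effector protein (r = 0.598, 0.736 and 0.486 in the blocks), and ORAI1, the calcium channel (0.538, 0.327 and 0.612). The matrix genes FAP, a protease of fibroblasts (-0.546, -0.657 and -0.438), LAMB1, a laminin chain (-0.522, -0.651 and -0.426), and VCAN, a proteoglycan (-0.512, -0.495 and -0.483), fell as SLC3A2 rose (adjusted p = 0.00079, 0.0014 and 0.0015). By limma, 1950 of 11452 probe sets were positively and 1459 negatively related to AHNAK at an adjusted p under 0.05, and 427 and 333 to SLC3A2. With adjustment for the 3' over 5' ratios, which follow RNA quality, the counts were 1757 and 1486 for AHNAK, and 184 and 97 for SLC3A2, and with the block means removed 710 and 987, and 415 and 310. After quantile normalization the counts were 1497 and 1669 for AHNAK, and 406 and 188 for SLC3A2. As deposited, not scaled, they were 9564 and 102 for AHNAK, and 4382 and 10 for SLC3A2. In the 24 animals alone, limma called 0 probe sets for AHNAK (2189 at an unadjusted p under 0.05) and 1 for SLC3A2. In the 50 animals alone it called 2 positively and 0 negatively related to AHNAK (1884 in all at an unadjusted p under 0.05), and 9 and 6 for SLC3A2. The paper considers these genes to be regulated in cis because each maps between the markers that flank its own eQTL. These eQTL lie in the region of the drip loss QTL.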

Because of the interesting functional links of *AHNAK *to WHC its position was confirmed by RH mapping. *AHNAK *was assigned to the SSC2 close to marker *SWR783 *(LOD score 17.8) in the interval of *SW2623 *and *S0141*. Quantification of transcripts of AHNAK and SLC3A2 by real time reverse transcription PCR (RT-PCR) revealed significant correlation with expression data obtained from microarray analysis (r = 0.6; p < 0.0001 and r = 0.4; p = 0.002, respectively). Moreover, trait correlated expression of AHNAK and SLC3A2 was confirmed (r = 0.3; p = 0.02 and r = -0.4; p = 0.004, respectively). Mapping of eQTL for AHNAK and SLC3A2 based on real time RT-PCR data fit results based on microarray data (marker interval *SW2623 *and *S0141; *F = 7 and F = 5, respectively; chromosome-wide significant at p ≤ 0.5). On SSC3, 545 probes sets were found between markers *SW72 *and *S0164*. 

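LOC162073, of unnamed function, stood at 9.52 ± 0.53 (SD, n = 74) and rose with the 27 cytoskeleton genes, with r = 0.679 (rho = 0.662, 0.648 without the 2 animals farthest from the median, and 0.754 and 0.629 in the blocks of 24 and 50 animals). It also rose with the 25 matrix genes (r = 0.583, rho = 0.574, 0.535 without the 2 animals, and 0.772 and 0.45 in the blocks). Endothelial (r = 0.45, adjusted p = 0.00056) and leukocyte markers (0.396, adjusted p = 0.0034) rose with LOC162073 too. Adipocyte (0.192), smooth muscle (0.265) and fibroblast markers (0.153) did not pass the test. LOC162073 fell as the subunits of oxidative phosphorylation rose (r = -0.437, rho = -0.446, -0.44 without the 2 animals, and -0.504 and -0.37 in the blocks, adjusted p = 0.00095), but turned to r = 0.23 in the values as deposited. USP39, the splicing factor, stood at 8.76 ± 0.23 (SD) in the 24 and 8.94 ± 0.21 (SD) in the 50 animals (difference -0.18, permutation p = 0.0014). It rose with the genes of glycolysis and glycogen breakdown, with r = 0.518 (rho = 0.367, 0.413 without the 2 animals, and 0.597 and 0.5 in the blocks, adjusted p = 0.00019). MAP4K4, the kinase, stood at 8.53 ± 0.41 (SD) and 8.86 ± 0.29 (SD) in the blocks (difference -0.33, p = 0.00018). Its relation with the genes of calcium handling did not pass the test over all animals (r = -0.233, adjusted p = 0.11), with -0.662 in the 24 and 0.256 in the 50 animals, and 0.704 over all animals in the values as deposited. With the mean z score of 5 genes of myogenic and satellite cells, which did not vary together (mean r -0.0572), MAP4K4 had a negative relation (r = -0.426, rho = -0.437, -0.38 without the 2 animals, adjusted p = 0.0011), with -0.546 in the 24 animals and no relation that passed the test in the 50 (-0.233, p = 0.1), and it turned to 0.534 in the values as deposited.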

38 eQTL were detected in the drip pQTL region with three having *cis *acting transcriptional regulation: Ssc_3574_1_A1_at (*MAP4K4*), Ssc.20772.1.S1_at (*USP39*) and Ssc_10360_1_S1_at (hypothetical protein (*LOC162073*)). 

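PRCC, the nuclear protein linked to splicing, stood at 9.62 ± 0.39 (SD) on the log2 scale in the 24 animals of the lower label numbers and 9.36 ± 0.33 (SD) in the other 50 (difference 0.27, permutation p = 0.0031). It rose with the 11 genes of fast fibres, which include myosins and troponins of fast contraction, with r = 0.406 (rho = 0.293, 0.434 without the 2 animals farthest from the median, and 0.451 and 0.398 in the blocks). The adjusted p was 0.0025 over the 234 relations of candidate genes with lists. Over all 74 animals PRCC fell as the score of the positively correlated transcripts rose (r = -0.345, rho = -0.27, -0.286 without the 2 animals), but with the block means removed r was -0.111 (p = 0.36).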

14 eQTL were detected in the SSC4 pQTL region for drip and only one *cis *acting eQTL (Ssc_12110_1_S1_at (*PRCC)*) was found. No eQTL were detected in the SSC5 drip pQTL between markers *SW491 *and *SW1482*. 305 probes sets were found in the drip QTL region of SSC6. 

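COQ9, needed for coenzyme Q, had a median scaled intensity of 6480 and 12.70 ± 0.39 (SD, n = 74) on the log2 scale. It rose with the 61 subunits of oxidative phosphorylation, with r = 0.831 (rho = 0.841, 0.826 without the 2 animals farthest from the median, and 0.867 and 0.805 in the blocks of 24 and 50 animals, adjusted p = 0.00011). With the enzymes of the citric acid cycle r was 0.864 (rho = 0.863, 0.856 without the 2 animals, and 0.865 and 0.86 in the blocks). It fell as the matrix genes rose (r = -0.576, rho = -0.539, -0.535 without the 2 animals, and -0.704 and -0.502 in the blocks), and with the cytoskeleton genes r was -0.516 (rho = -0.479, -0.464 without the 2 animals, and -0.473 and -0.593 in the blocks). COQ9 also fell as adipocyte (r = -0.413, adjusted p = 0.0013) and leukocyte markers (-0.288, adjusted p = 0.045) rose. Endothelial (0.00692), smooth muscle (-0.0101) and fibroblast markers (-0.258) did not pass the test. BBS2, the gene of cilia, stood at 7.38 ± 0.64 (SD) in the 24 and 7.71 ± 0.49 (SD) in the 50 animals (difference -0.33, permutation p = 0.016). Of the 26 lists, it passed the test with calcium handling alone (r = -0.291, rho = -0.334, adjusted p = 0.043), and with the block means removed it no longer passed (r = -0.23, adjusted p = 0.14). In the values as deposited, not scaled, the relation of COQ9 with the matrix genes turned to r = 0.223, that with the cytoskeleton genes to 0.358 and that of BBS2 with calcium handling to 0.622.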

Out of 24 eQTL in that region, two eQTL indicated *cis *mode of regulation (Ssc_4843_1_A1_at (*BBS2*), Ssc_5334_1_S1_at (*COQ9*)). 110 probes sets were detected in the pQTL region of SSC18. All of 11 eQTL, which were detected in this region, showed *trans *acting regulation of expression.

## Discussion

WHC is influenced by many factors including genetic and environmental effects. We addressed the problem to dissect the genetic background of this complex trait by using the strategy of combining (1) the correlation of expression of many thousands of genes measured simultaneously by microarray technology with quantitative phenotypic data of drip loss, (2) mapping of QTL for the trait drip loss, and (3) mapping of QTL for the expression levels of genes with trait associated expression (Figure 1). QTL analyses provide information suitable to address positional candidate genes whereas trait associated expression studies reveal functional candidate genes. Taking both together, i.e. taking into account the localisation of functional candidate genes in QTL regions, enables to define functional positional candidate genes. Additional insight from eQTL analysis derives from three cases. (1) eQTL are detected within the pQTL but the functional candidate genes itself are located elsewhere, i.e. they are under *trans *control. These are genes that are likely to be trait dependent expressed due to hierarchically superior genes located in the pQTL that actually represent candidate genes (positional candidate genes). Here the eQTL analysis provides a link between functional and positional candidate genes. In this study 90 functional candidate genes were found with their corresponding 96 eQTL being situated within the previously detected pQTL. These genes point to biological pathways, which are relevant to the trait, and perhaps to causal genes underlying the QTL. However these genes themselves may either be not polymorphic, or the power of the pQTL analysis was not sufficient to detect them, or trait associated expression of these genes is rather an effect than a cause of variation. (2) For functional positional candidate genes being under *trans *control it can be speculated that the nature of variation affecting the phenotype is differential expression due to polymorphisms in hierarchically superior genes and different responsiveness of the candidate genes to regulatory mechanisms. Here the eQTL combined with pQTL and trait associated expression directs to biological pathways and genes relevant for the trait of interest. In total 66 positional functional candidate genes which corresponded to 119 eQTL with *trans *mode of expression regulation were found. (3) For genes categorized positional functional candidate genes, mapping of their corresponding eQTL in *cis *highlights them as genes showing variation with impact on the trait of interest and the expression level, indicating that the nature of the variation is likely a polymorphism in regulatory regions of the gene. Eight genes of this category were identified in this study. These genes are regarded as primary targets for further analysis.

However, it is important to mention that phenotypic variation may be due to genetic variation causing differential expression and/or structural variation of the gene products. The later are not addressed by eQTL analyses. Further, there are functional candidate genes that are under *cis *mode of transcriptional regulation, where there is no link between eQTL and pQTL analyses.

### Trait dependent expression analysis

The association between a quantitative phenotype and gene expression can be examined pair wise using a Pearson correlation coefficient between the expression of a single gene and a continuous phenotype. The approach of trait correlated expression analysis already proofs to be useful by many studies [32-34]. Kraft [33] used the within-family correlation analysis to remove the effect of family stratification. Here we used general linear models to account for systematic effects of family and environment on both drip phenotypes and expression levels in the correlation analysis. The pre-adjustment of individual phenotypes and expression levels increased the power to identify genetic effects compared to analyses conducted with raw data and revealed biologically meaningful relationship among the traits. Blalock et al. [34], considered correlation significant at *p *≤ 0.05 corresponding to false discovery rates of 20%. In this study, genes were considered for further analysis showing correlation coefficients between gene expression and drip loss of r ≥ 0.37, with *p *≤ 0.001 and corresponding *q *≤ 0.004.

### Biological categories and/or pathways of positively correlated genes

Currently, we do not completely understand the specific biochemical and/or biophysical mechanisms underlying differences in meat water holding capacity. The processes of muscle conversion to meat occurred in *post mortem *stage. One possible explanation for some of the variation that exists resides in the structure of the muscle cell itself. Most studies concentrated on *post mortem *process of drip [35,36]. In this study, transcript levels of muscle at slaughter were correlated with drip loss at *post mortem *meat stage in order to reveal insight into the biological processes that are initiated during life and thus are under genetic control and finally determine the liability to develop elevated drip loss. The mechanism underlying this liability trait may also be valid for the (patho-) physiological processes that take place during muscle damage due to biochemical and physical burden at prolonged exercises. Functional annotation analysis is essentially based on the extrapolation of pathway information and gene ontology data of human to the pig. Thus general cellular physiological processes are taken into account, whereas any pig-specific functional annotation data and in particular information on the physiology of the trait drip loss are not addressed during the automated bioinformatics analyses. However, the relevant knowledge has been taken into account in the biological interpretation of the results. The study revealed changes in genomic regulation of multiple cellular pathways that correlate with drip loss. The genes with positive correlation of transcript abundance and drip loss were genes of the group of receptor activity, non-membrane-bound organelle, cytoskeleton, plasma membrane and cell signal. Recently, many studies have shown that degradation of cytoskeleton and other structural proteins plays an important role in drip loss at *post mortem *[35,37-39]. As shown in this study the transcript abundance of genes of the cytoskeleton and other structural proteins increased with increasing drip loss. Extra cellular matrix proteins binding integrins and interacting with the cell cytoskeleton are important in controlling many steps in cell membrane-cytoskeleton attachments and in signalling pathways [40]. The degradation of integrin has been suggested to increase the drip channel formation between the cell and cell membrane and thus to be associated with drip loss during *post mortem *storage on pork [37,41]. The degradation of integrin may be due to the activity of the calpain system which requires high concentration of calcium for activation [41]. In this study, the enrichment of transcripts of extra cellular matrix receptor pathways among the positively drip correlated genes suggested that WHC may be involved with a breakdown of this extracellular matrix that activate the proteolytic system and thereby promote enzymatic degradation [42]. 

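Matrix, cytoskeleton and matrix receptor genes varied together over the animals. The scores of the 25 matrix genes, such as the collagens and fibronectin, and the 27 cytoskeleton genes rose together with r = 0.71 (rho = 0.701, 0.655 without the 2 animals farthest from the median, and 0.757 and 0.638 in the blocks of 24 and 50 animals). The matrix genes and the 7 matrix receptors, which anchor cells to that matrix, had r = 0.528 (rho = 0.6, 0.534 without the 2 animals, and 0.614 and 0.458 in the blocks). The receptor score ran against the mean z score of the 21 genes of calcium handling (r = -0.628, rho = -0.515, -0.538 without the 2 animals, and -0.793 and -0.579 in the blocks), although these genes varied together no more than random lists (mean r 0.0396, p = 0.31). On the paper's own genes, chosen on the same animals, the scores of the matrix genes of Table 2 and the calcium genes of Table 3 rose together (r = 0.783). The cytoskeleton genes fell as the subunits of oxidative phosphorylation rose (r = -0.352, rho = -0.368, adjusted p = 0.0058), with -0.271 without the 2 animals (adjusted p = 0.053, which no longer passes) and -0.249 and -0.456 in the blocks. As deposited, without scaling, it turned to 0.652, and the relation of the receptors with calcium handling turned to 0.642. The adjusted p over the 320 pairs of lists was 5.8e-05 for each of the others. The relations in the single blocks were not tested for a difference between blocks. Leukocyte markers also rose with the matrix and cytoskeleton scores, and adipocyte markers with the matrix score, as given under the other observations.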

Calcium signalling pathways are very peculiar in nature. When there is an extracellular change, cells get the message either by introduction of calcium ions into cytoplasm or by evacuation to outside through ion channels. Increase in intranuclear Ca^2+ ^initiates gene expression and cell cycle procession, but also can activate degradative processes in programmed cell death or apoptosis [43]. Gene sets associated with calcium signalling pathways were enriched with decreasing water holding capacity. For example, epidermal growth factor receptor (EGFR) showed highest positive correlation with drip loss (r = 0.67, p < 0.0001). 

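EGFR is the receptor of epidermal growth factor, and its transcript followed the other positively correlated transcripts more closely than any of the 8 candidate genes in cis did. It stood at 9.47 ± 0.57 (SD) on the log2 scale in the 24 animals of the lower label numbers and 10.23 ± 0.49 (SD) in the other 50 (difference -0.76, permutation p = 1e-05). With the mean z score of the positive transcripts EGFR had r = 0.899 in the 24 and 0.816 in the 50 animals (rho = 0.826 in each). Its 2 called probe sets varied together, with r = 0.724 (rho = 0.735, 0.71 without the 2 animals farthest from the median, and 0.465 and 0.598 in the blocks). The paper's r values with drip loss for them are 0.664 and 0.555. With EGFR rose FZD4, a Wnt receptor (r = 0.825, 0.698 and 0.767 in the blocks), PPP2R1B, a phosphatase scaffold (0.776), and DAB2, an endocytic adaptor (0.75). SNX3, a sorting protein of endosomes (r = -0.844, -0.821 and -0.76), BOLA3, a mitochondrial iron-sulfur factor (-0.83), and NDUFC1 of complex I (-0.793, -0.882 and -0.685) fell as EGFR rose (adjusted p = 7.8e-16 for SNX3). With the subunits of oxidative phosphorylation EGFR had r = -0.559 (rho = -0.587, -0.529 without the 2 animals, and -0.516 and -0.437 in the blocks). Adipocyte markers rose with EGFR (r = 0.384, adjusted p = 0.0044). Endothelial (0.245), leukocyte (0.114), smooth muscle (-0.0416) and fibroblast markers (0.0751) did not pass the test. With the cytoskeleton genes EGFR had r = 0.504 (rho = 0.53, 0.468 without the 2 animals, and 0.812 and 0.386 in the blocks). EGFR fell as the scores of calcium handling (r = -0.326, adjusted p = 0.02) and of the calpain genes (r = -0.423, adjusted p = 0.0011) rose. The genes of these lists varied together no more than random lists. Both scores were higher in the 24 animals, by 0.83 and 1.84 SD, and EGFR was lower there. The pooled values therefore do not separate a relation within the blocks from that shift. The relation with calcium handling was positive in the 50 animals alone and in the values as deposited, as given under the processing. By limma, 3829 of 11451 probe sets were positively and 2458 negatively related to EGFR at an adjusted p under 0.05, against 2761 and 2871 after quantile normalization and 9218 and 246 in the values as deposited. In the blocks alone the counts were 1792 and 1788 in the 24 animals, and 2562 and 1990 in the 50. In the deposited values, not scaled, r of EGFR with the subunits turned to 0.296.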

An early signal generated by the activation of EGFR upon ligand binding is a transient increase in the cytosolic concentration of free calcium ion ([Ca^2+^]_cyt_) [44]. Entry of extracellular Ca^2+^, and Ca^2+ ^release from intracellular stores, both appear to contribute to the generation of the EGF-mediated [Ca^2+^]_cyt _spike [45-47]. Early *post mortem *higher Ca^2+ ^concentration causes rapid contraction, an increase in the rate of muscle metabolism, and accelerated pH decline with resulting higher drip [38]. Another hypothesis is that higher Ca^2+ ^concentration present in muscle fibres early *post mortem *is a source for the activation of Ca^2+ ^dependent protease, phosphatases and phospholipases like the calpain system which influences drip production. Increased cytoplasmic Ca^2+ ^levels are also observed due to excessive exercises. This may initiate vicious cycles of cell degradation because of the Ca^2+ ^dependent activation of proteolytic enzymes such as calpain that by themselves digest structural elements of the muscle fibres leading to membrane damage, leakage of intracellular water and proteins and further accumulation of Ca^2+ ^[48]. Together, increase in transcript levels of genes involved in cytoskeleton, and extracellular matrix receptor pathways as well as calcium signalling pathways in muscle play an important role in final meat quality.

### Biological categories and/or pathways of negatively correlated gene

Though the energy metabolism is crucial for muscles, the biochemical processes involved in the change from aerobic metabolism *ante mortem *to anaerobic metabolism *post mortem*, which associates to drip loss, is not much investigated. The negatively correlated transcripts were enriched in mitochondrion, transporter activity and protein metabolism GO categories as well as oxidative phosphorylation pathway. A dominant role of mitochondria is the production of ATP by several different biochemical routes, i.e. via aerobe glycolysis and via oxidative phosphorylation. At the pre-slaughter stage in living animals with the presence of oxygen, aerobic processes take place. When oxygen is limited (*post mortem*) the glycolytic products will be metabolised by anaerobic respiration, a process that is independent of the mitochondria. A shift from aerobic to anaerobic metabolism – favouring the production of lactic acid – results in a pH decline *post mortem *and thereby influence the water holding capacity in muscle [49]. In our study, 63 transcripts belong to mitochondrion GO category and 20 transcripts belong to the oxidative phosphorylation pathway. The negative correlations with drip loss may indicate reduced activity of biochemical processes of ATP production via oxidative pathways in mitochondria of animals with high drip loss, reduced number of mitochondria in their muscle, i.e. higher content of glycolytic fibers, or reduced ATP reserves in the muscle.

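TNNT1 and TNNI1, troponins of slow fibres, and MYH7, the slow myosin, followed the 10 slow fibre genes with r = 0.938, 0.879 and 0.824. PGAM2, a muscle enzyme of glycolysis, and MYL1, a fast myosin light chain, followed the 11 fast fibre genes with r = 0.953 and 0.941. PYGM, which breaks down glycogen, and PGM1 followed the 15 genes of glycolysis with r = 0.958 and 0.937, and HK1, the hexokinase of most tissues, ran against them (-0.415). The lowest members TPM3 (slow, -0.0266) and TPM1 (fast, 0.545) are tropomyosins. The mean r was 0.443 for slow fibres (0.407 in the 24 and 0.516 in the 50 animals), 0.713 for fast fibres (0.827 and 0.73) and 0.404 for glycolysis (0.482 and 0.423). After quantile normalization the mean r of fast fibres was 0.147 (p = 0.022). Of these genes 8, 11 and 12 passed over all lists, and 9, 11 and 12 when adjusted over the list alone. Fast fibre and glycolysis scores, whose lists share genes, rose together with r = 0.932 (rho = 0.923, 0.911 without the 2 animals farthest from the median, and 0.966 and 0.913 in the blocks). The score of the 61 subunits had r = 0.205 with glycolysis (adjusted p = 0.12) and 0.247 with fast fibres (adjusted p = 0.066), neither of which passed the test. With slow fibres it had r = 0.345 (adjusted p = 0.013), but rho was 0.157, and r was 0.103 without the 2 animals, so the relation rested on these (0.356 and 0.424 in the blocks). With the citric acid cycle r was 0.91 (rho = 0.907, 0.881 without the 2 animals, and 0.888 and 0.931 in the blocks). Fibre scores did not differ detectably between the blocks, by -0.21 SD for slow and 0.08 SD for fast fibres (adjusted p = 0.55 and 0.79). The negative list of Additional file 1 holds 3 of 16 fast fibre probe sets (adjusted p = 0.31), and 1 of 24 of glycolysis (adjusted p = 1), and the positive list holds 2 of 15 slow fibre probe sets (adjusted p = 0.42, Fisher's exact test).

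Probe sets that followed the subunits included CHCHD10 and IMMT, which shape the inner mitochondrial membrane (r = 0.851 with adjusted p = 1.5e-17, and r = 0.829), and GOT1 (0.79), an enzyme that shuttles reducing power. VCAM1, an adhesion molecule (r = -0.689, -0.711 and -0.596 in the blocks), LYST, a lysosome factor (-0.68), and CTSK, a protease that cleaves collagen (-0.661, -0.827 and -0.509), fell as the subunits rose. By limma, 1358 of 11381 probe sets were positively and 2431 negatively related to the score, against 1508 and 1294 after quantile normalization and 10539 and 6 in the values as deposited. In the blocks alone the counts were 174 and 465 in the 24 animals, and 706 and 740 in the 50. As possible readings of the negative correlations the paper names lower ATP production by oxidative pathways in animals with high drip loss, fewer mitochondria and so more glycolytic fibres, or smaller ATP reserves.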

Together, analysis of trait correlated expression revealed that the complex relationships between biological processes taking place in live skeletal muscle and meat quality are driven on the one hand by the energy reserves in the muscle and their metabolisation as well as on the other hand by the muscle structure itself.

### *cis *and *trans *mode of regulation of gene expression in QTL regions for WHC

Expression-QTL for genes showing high correlation with the phenotype may provide the necessary information required for identifying genes that control quantitative phenotypes. Categorizing eQTL has the potential to enable reverse genetics approaches for the identification of genes controlling quantitative traits, and may also help to enhance the rate of QTL cloning [50]. In particular, if the pQTL for drip loss were caused by interstrain differences of gene expression, the genetic determinants responsible for the pQTL would be restricted to the genes that were encoded inside the pQTL region and provide variations of gene expression under *cis *acting transcriptional fashion in the F2 population. In this case, their eQTL were found to reside at the same chromosomal positions at which they were encoded and the lod score curves with the peak of eQTL should coincide with those of the pQTL. Local eQTL where expression phenotypes map to the genes themselves, are of great interest, because they are direct candidates for previously mapped pQTL.

Many investigations have reported the successful mapping of quantitative trait loci for gene expression phenotypes (eQTL) in rat or mice [51-53]. Such genetical genomics analyses in livestock are still scarce. Among livestock species, poultry is well placed to embrace this technology. De Koning et al. [54] identified the *cis *and *trans *effects for a functional body weight QTL on chicken chromosome 4 in breast tissue samples from chickens with contrasting QTL genotypes. Kadarmideen and Janss [55] presented a comparative systems genetic analysis on the physiology of cortisol levels in mice and pigs with the aim to show the potential of a comprehensive computational approach to quickly identify candidate genes. Here, the first expression QTL study is presented performed in a segregating pig population with focus on the trait drip loss. In a first step we analysed the correlation between trait dependent gene expression and the phenotype drip loss, which revealed biologically meaningful relationship. In the second step, eQTL were identified for transcripts that showed trait correlated expression, which supplies us with information about the genomic location of putative regulatory loci. This strategy reduces the number of several thousand eQTLs which were not associated with drip loss. The *trans *acting eQTL represent transcripts whose abundance is regulated by loci remote from the genomic locus of each of these genes. In our study the proportion of *trans *eQTL is higher (92%) than in other studies (60%–65%) [51,56]. Here eQTL analysis was focussed on functional positional candidate genes for a trait that varies in degree, i.e. the study was driven by transcriptional and positional restrictions on the genes analysed. A network of genes relevant to the traits was addressed representing additive and pleiotropic as well as non-additive epistatic effects on the trait. This may lead to higher proportion of *trans *regulated genes compared to studies were eQTL were identified independent from any positional restrictions on the corresponding genes. *Cis *acting eQTL serve as an important new resource for the identification of positional candidates in QTL studies. We detected 8 out of 104 genes acting in *cis*, whereas Yashimita et al., [56] and Dumas et al., [57] reported 9 out of 13 genes and 1 out of 5 genes, respectively, acting in *cis*.

### Candidate genes for WHC

The candidacy of *cis *regulated functional positional candidate genes has three-fold experimental evidence. In particular for *AHNAK *a number of reasons for its candidacy for drip loss have been put forward: (i) This gene is located in the SSC2 QTL region for drip loss as confirmed by RH-mapping. The pQTL for drip in this region was also found in other studies [14,16,17]. (ii) The correlation between drip loss and *AHNAK *is high (r = 0.53; p < 0.0001). (iii) The eQTL for *AHNAK *indicates a *cis *acting mode of regulation with genome wide significance (lod score = 6.4; F = 18.2). Real time RT-PCR performed for AHNAK support the microarray data in terms of trait correlated expression. Also significant correlation was observed of expression values obtained from microarrays and real time RT-PCR, respectively. Further, eQTL analysis of real time RT-PCR data matches those of microarray data. *AHNAK *is a functional candidate gene due to its role in muscle contraction, cell adhesion and proliferation as well as its interaction with calcium. *AHNAK*, a nuclear phosphoprotein with the estimated molecular mass of 700 Da, is expressed in all muscular cells [58,59]. *AHNAK *is implicated in calcium flux regulation. At low calcium concentrations, *AHNAK *proteins are mainly localized in the nucleus, but the increase in intracellular calcium levels leads the protein to translocate to the plasma membrane [60]. *AHNAK *relocates from the cytosol to the cytosolic surface of the plasma membrane during the formation of cell-cell contacts [61]. The main localization of *AHNAK *is at the plasma membrane in adult muscle cells [59]. *AHNAK *contains three distinct structural regions: the NH_2_-terminal 251-amino acid region, a large central region of about 4300 amino acids with 36 repeated units, and the COOH-terminal 1002 amino acids region. The carboxyl-terminal region of *AHNAK *proteins mediates cellular localization and interaction with L-type Ca^2+ ^channels, calcium-binding S100B protein, as well as actin of thin filaments for muscle contraction [62-64].

*MAP4K4 *a member of the serine/threonine protein kinase family is involved in MAPK signalling for cell proliferation and differentiation as response to stressors and in cell adhesion via integrin beta 1 [65,66]. Here *MAP4K4 *appeared as a prominent candidate for drip loss. *MAP4K4 *expression is induced by TNF-alpha and promotes insulin resistance [67], whereas silencing of *MAP4K4 *prevents insulin resistance in human skeletal muscle and enhances glucose uptake [68]. This evidence promotes our finding of a positive correlation of *MAP4K4 *with drip loss. Reduced *MAP4K4 *expression, promotes glucose uptake, therefore increasing glucose content in muscle cells. By increasing energy depots in the muscle prior to slaughter, the anaerobic production of lactate *post mortem *may be delayed, thereby delaying of decline in pH and reducing drip loss.

Candidacy of *SLC3A2 *was confirmed by real time PCR. *SLC3A2 *is a member of the solute carrier family and encodes a cell surface, transmembrane protein. It associates with integrins and mediates integrin-dependent signalling related to normal cell growth. Information about function of *BBC2*, *PRCC*, *USP39*, *LOC162073 *and *COQ9 *are too limited to allow deducing functional links to the trait drip loss or other candidate genes for this trait.

## Conclusion

Analysis of trait dependent expression showed a global picture on the biological networks active *ante mortem *that affect *post mortem *processes important for final establishment of meat properties. Functional annotation of differentially expressed genes revealed the general trend of genes of cytoskeleton, cell-cell contacts and signalling including calcium signalling pathways being positively correlated whereas genes of biological networks of oxidative metabolism were negatively correlated with drip loss. Physiological studies indicated that biological processes affecting meat development are driven by the *post mortem *anoxia. Abundance and activity of enzymes and proteins of energy and calcium metabolism and proteolysis of muscle structural proteins have been shown to be major determinants with regard to the trait drip loss. The meat quality phenotype established later after slaughter depends on the transcriptome of skeletal muscle prior to slaughter and thus is already determined in living cells under genetic control. Integrating expression data with QTL analysis for the trait of interest (phene QTL, pQTL) and for gene expression levels (expression QTL, eQTL) facilitates creating a priority list of genes out of the orchestra of genes of biological networks relevant to drip for further analysis and subsequent cloning of causal genes. By combining map-based and function-driven data functional positional candidate genes could be identified. By adding data derived from eQTL analysis and matching these to the gene map and pQTL map allowed addressing genes with *trans *and *cis *mode of transcriptional control. In particular functional positional candidate genes under *cis *acting regulation are of high priority for further analysis. The first porcine eQTL-map of drip correlated transcripts in pQTL regions will facilitate cloning causal genes.

## Methods

### Animals and tissue collection

This study was based on data originating from the three-generation resource family structure, trait measurements, genotyping procedures and linkage analysis as described in detail by Liu *et al*. [21]. For these experiments a total of 585 F2 progeny were used comprising 31 full-sib families. The F0 animals used were animals of two commercial breeds, the Duroc and Pietrain breed. Grandparental purebred F0 animals were reciprocal mated and 32 F1 animals were used for producing the F2. The total population was further denoted as "DuPi population". All animals were free of the mutation at the ryanodine receptor locus, RYR1, which is responsible for malignant hyperthermia syndrome. Genotypes of 116 microsatellite markers were used. For linkage mapping, twopoint and multipoint procedures of the CRI-MAP package version 2.4 were employed [69]. Expression profiling and eQTL analysis were conducted on 74 F2 animals of the resource population with previously identified pQTL for drip [21]. These 74 animals represented a subset of the population covering 25 full-sib families derived from all five F1 boars of the population and 18 out of 27 F1 sows. Animals were selected that represented the genotype combinations at the major pQTL on SSC5 and 18 at equal proportions with equal numbers of male and female [22]. Genotypes at the remaining QTL were considered as to avoid overrepresentation of any homozygote QTL genotype. As expected, when assuming mainly additive genetic effects of the QTL, the phenotype of drip loss of these selected animals had a normal distribution as shown in Figure 4.

**Figure 4:**
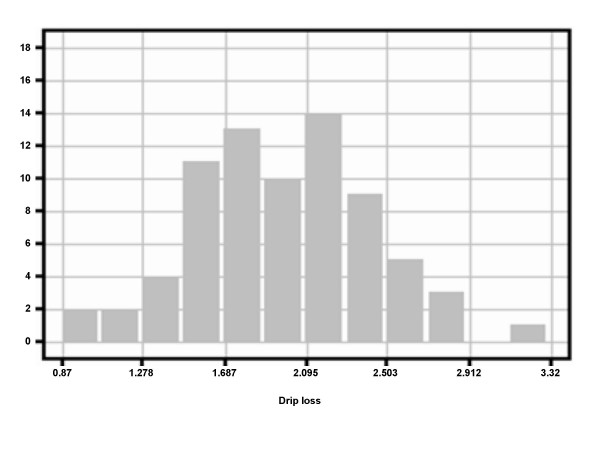
Histogram of the distribution of drip loss phenotypes among a subset of 74 animals of the DuPi population selected for chip hybridization.

### Drip loss phenotype

Drip loss was scored based on a bag-method using a size-standardized sample from the *longissimus dorsi *that was collected at 24 hours *post mortem*. A sample was weighed, suspended in a plastic bag, held at 4°C and re-weighed 48 hours later for water loss [70,71]. Drip loss was calculated as a percentage of lost weight based on the starting weight of a sample.

### Whole genome expression profiling

Immediately *post mortem *tissue samples were collected and snap frozen that were taken between the 13th and 14th rib from the center of *M. longissimus dorsi *of 74 animals. Total RNA was isolated using TRI Reagent (Sigma, Taufkirchen, Germany) according to the manufacturer's protocol. After DNaseI treatment the RNA was cleaned up using the RNeasy Kit (Qiagen, Hilden, Germany). The quantity of RNA was established using the NanoDrop ND-1000 spectrophotometer (Peqlab, Erlangen, Germany) and the integrity was checked by running 1 μg of RNA on 1% agarose gel. In addition absence of DNA contamination was checked using the RNA as a template in standard PCR amplifying fragments of PRL32 and HPRT. Muscle expression pattern were assessed using 74 Porcine Genome Array which contains 23,937 probe sets that interrogate approximately 23,256 transcripts from 20,201 S. scrofa genes. Preparation of target products, hybridization and scanning using the GeneChip scanner 3000 were performed according to Affymetrix protocols using 5 μg of total RNA to prepare antisense biotinylated RNA. The quality of hybridization was assessed in all samples following the manufacturer's recommendations. Data were analysed with Affymetrix GCOS 1.1.1 software using global scaling to a target signal of 500. Data were then imported into Arrays Assist software (Stratagene Europe, Amsterdam, The Netherlands) for subsequent analysis. The data were processed with MAS5.0 to generate cell intensity files (present or absent). Quantitative expression levels of the present transcripts were estimated using PLIER (Probe Logarithmic Intensity Error) for normalization. The microarray data related to all samples have been deposited in the Gene Expression Omnibus (GEO, [72]) public repository (GEO accession number: GSE10204).

### Correlation between drip loss phenotype and gene expression

Phenotypic data, i.e. expression levels and drip loss, were adjusted for systematic effects by analysis of variance performed with the procedure 'Mixed' of the SAS software package (SAS System for Windows, Release 8.02) before analysing their correlation and performing eQTL analysis. Full-sib family and sex were used as fixed effects, carcass weight as a covariate and slaughter date as random effects. Pearson correlation coefficients were calculated between the predicted values of the log2 transformed expression intensities of all 11,453 probes and the predicted values of drip loss of the 74 animals used. For each pair of transcript and drip loss, Pearson correlation together with the P-value was computed. The corresponding q-values were calculated to determine the FDR [73]. Genes that showed correlation at r ≥ 0.37 with p ≤ 0.001, corresponding to q ≤ 0.004, were analyzed further.

### Functional annotation clustering

Based on BLAST comparison of EnsEMBL human cDNA and genomic sequences with the Affymetrix porcine target sequences, which were extended with porcine sequence information of the Pig Gene Index (Institute for Genome Research, TIGR), 19,675 of 24,123 transcripts on the Affymetrix Porcine microarray, representing 11,265 unique genes, were annotated [23]. This source of annotation list was used in this study. In addition, probe sets showing trait dependent expression with bit scores below 50 were rechecked for their identity by blasting Affymetrix core sequences of these probe sets before functional annotation analysis. The list of significantly trait correlated transcripts was analyzed according to predefined pathways and functional categories annotated by KEGG [28], and GO [74] using the DAVID bioinformatic resource [75]. Therefore, the Affymetrix IDs of the human probe sets corresponding to the porcine probes sets were used as reported by Tsai et al., [23]. By this, differentially regulated genes were functionally annotated to large amounts of physiological pathway information that are of general relevance. However, physiology of some cellular processes may differ between species. Pig physiology closely resembles human physiology, thus given the lack of porcine-specific pathways the use the human pathways information and extrapolation of these pathways for the pig can be expected to provide biological meaningful results [76].

### eQTL analysis

In order to map eQTL adjusted expression values of 1279 unique probe sets showing significant correlation to drip loss were regressed onto the additive and dominance coefficients in intervals of 1 cM using the F2 option of QTL express [77]. Chromosome-wide and genome-wide significance levels were estimated by permutation tests [29]. The analysis identified 897 eQTL with chromosome-wide and genome-wide significance. Mapping of eQTL to the gene itself indicates that *cis *changes are responsible for the different expression levels, whereas mapping positions of eQTL different from the position of the corresponding genes indicate *trans *regulation. Correspondingly, *cis *acting regulation of transcription was considered for genes where available published experimental mapping data or comparative mapping data indicated their position within the corresponding interval of flanking markers of the eQTL peak; genes mapping outside the flanking marker interval of their corresponding eQTL were considered having *trans *acting regulation of transcription.

### Mapping of *AHNAK*

Mapping of *AHNAK *was achieved by screening of the Radiation Hybrid mapping panel of INRA, France, and Minnesota University, USA, IMpRH, and analysis of the data vector using the two-point and the multi-point analysis option of the IMpRH mapping tool [78].

### Quantitative Real-time PCR (qRT-PCR)

Transcripts of *AHNAK *and *SLC3A2 *were quantified by real-time reverse transcription PCR (RT-PCR) using the iCycler apparatus (Bio-Rad Laboratories GmbH, Munich, Germany) and the iQ SYBR Green Supermix (Bio-Rad). Real time RT-PCR were performed in duplicate using 56 animals of 22 full-sib families out of 74 individuals of 25 full-sib families that were previously used for microarray analysis. RNA was isolated as described above. Two microgram RNA were reverse transcribed to cDNA using SuperScriptIII MMLV reverse transcriptase (Invitrogen, Karlsruhe, Germany) in a reaction containing 500 ng oligo (dT)_11_VN primer 500 ng random hexamer primer according to the manufacturer's protocol. Templates were amplified using the gene specific primers (AHNAKup 3'-tgtcactggctcaccagaag-5', AHNAKdw 3'-gtcgctgaaggaatttgagc-5' and SLC3A2up 3'-ctgtggctgccaagatgaag-5', SLC3A2dw 3'-atctgctgtaggtcggagga-5') by 45 cycles of 95°C for 15 seconds denaturation, 60°C for 30 seconds annealing, and 72°C for 30 seconds extension preceded by initial denaturation of 95°C for 10 minutes as a universal thermal cycling parameter. Based on the analysis of melting curves of the PCR products a high temperature fluorescence acquisition point was estimated and included to the amplification cycle program. For all assays a standard curve was generated by amplifying serial dilutions of specific PCR products. After completion of the qPCR melting curve analysis and afterwards agarose gel electrophoresis were performed to confirm specificity of the amplification. Normalisation of variation in RT-PCR efficiency and initial RNA input was performed by using *RPL32 *(RPL32up 3'-agcccaagatcgtcaaaaag-5'; RPL32dw 3'-tgttgctcccataaccaatg-5') and *HPRT***(**HPRTup 3'-acactggcaaaacaatgcaa-5'; HPRTdw 3'-tcaagggcatagcctaccac-5') gene as internal standard and by dividing calculated *AHNAK *and *SLC3A2 *mRNA copy numbers with a mean normalization factor derived from the expression of the reference genes. Real time RT-PCR and microarray data were compared by Pearson correlation (SAS version 9.1 SAS Institute, Cary, NC) and eQTL were estimated as described above.

## Abbreviations

QTL: quantitative trait loci; eQTL: expression quantitative trait loci; pQTL: phene quantitative trait loci; SSC: Sus scrofa chromosome; PLIER: Probe Logarithmic Error Intensity Estimate; GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; FDR: false discovery ratio;

## Authors' contributions

SP analyzed the microarray data and wrote the paper; EJ and CP collected the material and analyzed the linkage map; EM, MS, TS and CW aided in data analysis and helped in drafting the manuscript; KS and KW conceived and designed the study, contributed to data interpretation and helped in drafting the manuscript.

## Supplementary Material

Additional File 1 Coefficients of correlation (r) between drip loss and expression level, p values and q value. the table lists the Affymetrix probe set IDs with coefficients of correlation (r) of expression level and the trait drip loss as well as corresponding p-values and q-values. Click here for file

Additional File 2 897 eQTL with chromosome-wide significance at p ≤ 0.05 including 68 eQTL significant at p ≤ 0.01 chromosome-wide level and 48 and 12 eQTL significant at genome-wide p ≤ 0.05 and p ≤ 0.01 significance levels, coefficients of correlation (r) between drip loss and expression level, p values and q values. the table lists the subset of Affymetrix probe set IDs with information about eQTL detected at different levels of significance. Click here for file

Additional File 3 104 significant eQTL, which were detected in QTL regions for drip loss on SSC 2, 3, 4, 5,6 and 18; coefficients of correlation (r) between drip loss and expression level, p values and q values. the table lists the subset of Affymetrix probe set IDs with eQTL detected within QTL regions for the trait drip loss. Click here for file

Additional File 4 66 candidate genes mapping within the pQTL regions for drip loss on SSC 2, 3, 4, 5, 6 and 18 but showing 119 eQTL in other genomic region; coefficients of correlation (r) between drip loss and expression level, p values and q values. the table lists the subset of Affymetrix probe set IDs that map within QTL regions for the trait drip loss but show eQTL outside any QTL region for drip loss. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

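Expression was measured in the M. longissimus dorsi of 74 F2 pigs of a Duroc and Pietrain cross, snap frozen immediately after slaughter at about 110 kg, with 1 Affymetrix Porcine Genome Array per animal. The animals are separate pigs and make up a single group, with no replicate arrays. By the paper they come from 25 full-sib families, so many are siblings. Family could not be included in the permutation and limma tests, whose p values treat the animals as independent. Per-animal drip loss, sex, family, carcass weight, slaughter date and genotype are not among the labels, so the correlations with drip loss, their adjustment in a mixed model, the eQTL mapping and the RT-PCR of 56 animals were not analysed here. The transcript lists with r values and eQTL positions are the paper's, from its additional files.

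The authors scanned the arrays with a GeneChip scanner, analysed them with GCOS 1.1.1 using global scaling to a target signal of 500, filtered probe sets by MAS5 present calls and estimated expression with PLIER in ArrayAssist. The deposited table holds linear intensities made by the authors, and which of these algorithms gave its values is not given in the sources used here. It lists 24123 probe sets, 124 of them controls, with 34 zeros. Its arrays are not at the target: the trimmed mean ran from 50.3 to 183.2 and the array median from 12.8 to 65.2. The plan was to use the values with no further normalization. Once the levels of the arrays were known, and before any correlation was computed, this was changed, and each array was scaled to a trimmed mean of 500 (lowest and highest 2% left out), raised to a floor of 1 and taken to log2. The change was kept after principal components, mean correlations and block differences had been looked at in the values as deposited, scaled and quantile normalized. None of the values of the kept probe sets lay at the floor. The values as deposited are kept as an alternative. The 11453 probe sets of the highest median, controls excluded, stood in for the present calls, which the table does not hold. Of the 23999 probe sets that are not controls, the annotation gives 1 symbol to 10069, several to 198 and none to 13732. The genes of the paper's tables were matched by probe set, and where the annotation gives another name or none the paper's name is used. No depth applies to arrays, and their number limits the precision.

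Animals with label numbers of 33 or lower (24) and of 60 or higher (50) were treated as a possible technical batch, since the labels leave a gap there. Relations were recomputed within each block and with the mean of each block removed. Mean pairwise correlations were set beside 10000 random lists of the same size, matched on mean expression in 20 bins. Correlations were tested by 100000 two-sided permutations and adjusted by Benjamini-Hochberg within their family, which held 320 pairs of lists (pairs of a list with its own part left out), 234 relations of candidate genes with lists, 36 pairs of candidate genes and 51 named probe sets. A list takes 1 value per gene, the mean z score of its kept probe sets, and needs 3 genes. Counts of genes of a list that passed hold only positive correlations with the mean of the others. Pairs of eQTL counted as sharing a position within 5 cM on a chromosome, and pairs of probe sets of 1 gene were not set apart. Fisher's exact test compared the paper's called probe sets with each list among the 6153 kept probe sets with 1 symbol. Called probe sets with no symbol or several could not be counted in any list. Probe sets were fitted on AHNAK, SLC3A2, EGFR and the oxidative phosphorylation score, and on the block, with limma, at an adjusted p under 0.05. The block fit was repeated on 100 splits of the same sizes. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and R 4.3.3 with limma 3.58.1.

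The tests, the 28 gene lists, the rule for named genes and the alternatives were set before the data were examined. The lists are oxidative phosphorylation and its complexes I to V, the citric acid cycle, fatty acid oxidation, glycolysis and glycogen breakdown, the mitochondrial and the cytosolic ribosome, the proteasome, the extracellular matrix, integrins and other matrix receptors, calcium handling, the calpain system, the cytoskeleton, slow and fast fibres, immediate early and heat shock genes, myogenic and satellite cell genes, and markers of adipocytes, endothelium, leukocytes, erythroid cells, nerve and Schwann cells, smooth muscle and fibroblasts. Erythroid and nerve markers kept 2 genes each and were not tested as lists, which leaves 26. Named genes are those of the paper's tables and text (their r values had been seen), up to 3 genes closest to each list and the 1 farthest from it, the 10 probe sets with 1 symbol at each end of each fit, and the 5 of the largest r of either sign in Additional file 1.

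Alternatives were log2 of the value plus 16, quantile normalization, block means removed, leaving out 2 animals, Spearman's rho, adjustment for the 3' over 5' ratios of the GAPDH and beta-actin controls, all probe sets or the 5000 brightest, 1 probe set per gene, eQTL distances of 2 and 10 cM, and the median absolute deviation. The values as deposited and each block alone were added after the data had been seen, as was the removal of block means for the spread of transcripts with eQTL and for the RNA quality controls.

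The methods were tested on simulated data of the same size. Mean pairwise r of 0.1, 0.3 and 0.5 came back as 0.104, 0.3117 and 0.5075, and single relations of r = 0.6 as 0.5968, all of them found. Of unrelated pairs, 6.75% passed at an unadjusted p under 0.05. In the fit on AHNAK, relations simulated at a strength of 0.3, 0.4, 0.5 and 0.7 were called in 18%, 64%, 84% and 100% of changed probe sets, with 2 unchanged ones called. In the block fit, differences of 0.25, 0.5, 1 and 2 were called in 28%, 90%, 100% and 100%, with 9 unchanged ones called, and random splits called 1 at most.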

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

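In this part, the values as deposited, the comparison of the blocks with the direction of r, and the tests of RNA degradation and of chance were chosen after the results had been seen, and the tests of handling, brightness, other cells and the main axis after that comparison and before their own values were computed, although the principal components and the levels of some control probe sets had been looked at. A probe set of CAPN3, the calpain of skeletal muscle, had a mean log2 expression of 7.4 in the 24 animals with label numbers of 33 or lower and 10.62 in the 50 animals with higher numbers (difference -3.22, standard error 0.15, adjusted p = 2.7e-31 from limma). Its brighter probe set did not differ detectably (13.01 and 12.86, adjusted p = 0.064), and the score of the 6 calpain genes was higher in the 24 animals by 1.84 SD, with 5 genes higher (adjusted p = 6.5e-05). CXCL2, a chemokine, was lower by -3.27 and a probe set of CRYAB, a small heat shock protein of muscle, by -2.79, with -0.20 for its brighter one (adjusted p = 0.05). In the 24 animals CXCL2 (6.64) and this probe set of CRYAB (6.75) lay near background, which limits the size of these differences. TMED5, a factor of vesicle transport, was higher by 1.82 and 0.80 on its 2 probe sets, IDE, which degrades insulin, by 1.39, and PPP3CA, a catalytic chain of calcineurin, by 1.37, 1.17 and 0.11 on its 3 probe sets, the last with an adjusted p of 0.29. The paper does not compare these animals, and the blocks are not a condition. At an adjusted p under 0.05, 4132 of 11453 probe sets were lower in the 24 animals and 2914 higher, 7046 in all. Quantile normalization gave 3375 and 3445, and the values as deposited 9582 and 246. The median difference of all probe sets was -0.0605 on the log2 scale, 0.0097 after quantile normalization and -0.647 in the values as deposited. Chance can be excluded for this grouping: the real split called 7046 probe sets, the highest of the others 10, and 1 of 100 splits, the real one, reached as many.

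The transcripts the paper correlates with drip loss differed between the blocks in the direction of their r in 90.1% of cases, a grouping of its animals that the paper does not analyse. Of the 536 positive ones 510 were lower in the 24 animals (445 at an adjusted p under 0.05), and of the 567 negative ones 484 were higher (389). Of the 10350 kept probe sets not called, 5767 were lower (3667) and 4583 higher (2523). Within blocks the score of the called transcripts did not follow the array level (r = -0.0396, permutation p = 0.74). This cannot decide whether brightness of the arrays contributes to the difference between the blocks. The values had already been scaled, and the log2 level differed between the blocks by -2.45 SD. RNA degradation as the whole cause is argued against. The difference of the score of the called transcripts was -3.23 SD before and -2.32 SD after adjustment for the 3' over 5' ratios (permutation p = 1e-05 for each). Laboratory handling stays open and may contribute, since spike-ins added to the RNA differed between the blocks by 1.2 SD relative to hybridisation controls (p = 5e-05). The spike-ins alone were higher in the 24 animals by 0.53 SD (p = 0.035), and the hybridisation controls lower, by -1.06 SD (p = 8e-05). The main axis of expression also stays open, and its test cannot decide. Of random traits with no relation to the animals, 15.8% called lists that followed the block difference as closely. Random traits called a median of 4 kept probe sets, and lists so short are not comparable with the 1103 called transcripts. A different share of other cells cannot be told apart, because endothelial (0.15 SD), fibroblast (0.238 SD) and leukocyte markers (0.32 SD) shifted too little to decide and smooth muscle markers by 0.988 SD. The labels name no biological difference between the blocks, and no biological explanation other than the share of other cells was tested.

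Genes of groups the paper does not discuss varied together more closely than the upper limit of random lists. With the block means removed, the mean r over pairs was 0.617 for adipocyte markers such as FABP4, 0.584 for macrophage and leukocyte markers such as C1QA, 0.323 for endothelial markers such as CDH5, 0.302 for immediate early and heat shock genes such as FOS, and 0.257 for smooth muscle and pericyte markers such as ACTA2. Apart from the 3' over 5' ratios, no explanation was tested for these groups. None was related to these ratios by r at an adjusted p under 0.05. The closest were the endothelial markers with GAPDH (r = -0.323, adjusted p = 0.092).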

How the results depend on the processing

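Of the alternatives, the values as deposited and each block alone were chosen after the results had been seen. Of 1136 results recomputed under an alternative, 942 kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 54 kept the direction and no longer passed, 38 newly passed, 51 moved and 51 reversed. All 101 results under log2 of the value plus 16 kept both, as did those with eQTL distances of 2 and 10 cM and the median absolute deviation. Where a result changed, the cause was not tested. Probe sets near background limit the values: COL1A1, ERBB3 and OXTR had median scaled intensities of 114, 120 and 137, below the lowest kept median of 156. No paired analysis was possible because the animals form 1 group. Every alternative set at the start was run.

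Values as deposited are not scaled, so that every array carries its own brightness into all probe sets. The mean r was 0.389 within the negative list (p = 1) and 0.273 between the positive and negative lists, 0.569 in Table 5 (p = 0.21), 0.159 between the genes of Table 2 and those of Table 5, and 0.202 between those of Table 3 and of Table 5. It was 0.357 for the calpain genes and 0.201 for the myogenic genes, and 12 lists lay above random lists. Oxidative phosphorylation had r = 0.496 with the matrix, 0.652 with the cytoskeleton and 0.684 with fast fibres, and matrix and calcium handling had 0.644. Of the pairs of lists 319 were positive and 0 negative. With oxidative phosphorylation, r was 0.445 for AHNAK, 0.635 for MAP4K4, 0.23 for LOC162073, 0.666 for USP39, 0.604 for BBS2 and 0.296 for EGFR. With calcium handling it was 0.515 for AHNAK, 0.704 for MAP4K4, 0.391 for LOC162073, 0.622 for BBS2 and 0.478 for EGFR. With the matrix it was 0.11 for SLC3A2, 0.6 for USP39, 0.29 for PRCC and 0.223 for COQ9, and with the cytoskeleton 0.212, 0.73, 0.375 and 0.358. In all, 218 relations of candidate genes passed, and 10 random traits reached the paper's count. Positively and negatively related probe sets numbered 9564 and 102 with AHNAK, 4382 and 10 with SLC3A2, 9218 and 246 with EGFR, 10539 and 6 with oxidative phosphorylation, and 246 were higher and 9582 lower in the 24 animals than in the 50.

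In the 24 animals alone, 5 genes of Table 3 followed the others, Tables 2 and 5 had a mean r of -0.205 (score r = -0.397, p = 0.055) and complex IV of -0.0166. Oxidative phosphorylation had r = 0.202 with calcium handling, -0.249 with the cytoskeleton and 0.356 with slow fibres, and matrix and calcium handling had -0.403. Pairs of lists numbered 47 positive and 30 negative. With oxidative phosphorylation USP39 had 0.421 and BBS2 0.13, and 38 relations of candidate genes passed. Positively and negatively related probe sets numbered 0 and 0 for AHNAK by limma (2189 at an unadjusted p under 0.05), 1 and 0 for SLC3A2 (1076), 1792 positive ones for EGFR, and 174 and 465 for oxidative phosphorylation.

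In the 50 animals alone, 3 genes of Table 3 followed the others and 34 pairs of lists were negative. With calcium handling AHNAK had r = 0.153, MAP4K4 0.256 and EGFR 0.0582. MAP4K4 had 0.0866 with oxidative phosphorylation and -0.00376 with the matrix, and BBS2 had -0.156 with the cytoskeleton. In all, 39 relations of candidate genes passed. Positively and negatively related probe sets numbered 2 and 0 for AHNAK (1884 at an unadjusted p under 0.05), 9 and 6 with SLC3A2, and 706 and 740 with oxidative phosphorylation.

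After quantile normalization, oxidative phosphorylation had r = -0.012 with fast fibres, 0.0429 with MAP4K4 and 0.0665 with USP39, and BBS2 had -0.0272 with the cytoskeleton. Negatively related probe sets numbered 188 for SLC3A2 and 1294 for oxidative phosphorylation. With the block means removed, oxidative phosphorylation had r = 0.263 with fast fibres and 0.0669 with USP39, 710 probe sets were positively related to AHNAK and 1554 negatively to oxidative phosphorylation. Without the 2 animals farthest from the median, oxidative phosphorylation had r = -0.271 with the cytoskeleton (p = 0.053) and 0.103 with slow fibres, where Spearman's rho was 0.157. The rho of USP39 with calcium handling was -0.00772. Adjusted for the 3' over 5' ratios, 184 probe sets were positively and 97 negatively related to SLC3A2.

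With all probe sets that are not controls, oxidative phosphorylation had r = 0.27 with fast fibres. The number of called probe sets minus that by chance was 0.0756 for glycolysis and 0.649 for the proteasome in the negative list and 0.664 for leukocytes in the positive list, and 7 lists were overrepresented, calcium handling and immediate early genes in the positive list among them (adjusted p = 0.029 and 0.011). For SLC3A2 225 probe sets were positively and 157 negatively related, and 6575 were positively related to EGFR. With the 5000 brightest probe sets, oxidative phosphorylation had r = 0.259 with fast fibres, and called minus chance was -0.225 for slow fibres in the positive list. Positively and negatively related probe sets numbered 552 and 856 for AHNAK and 1121 and 1525 for EGFR, and 165 were negatively related to SLC3A2 and 661 to oxidative phosphorylation. With 1 probe set per gene, the mean r of the calpain genes was 0.143 and oxidative phosphorylation had r = 0.269 with fast fibres. Called minus chance was then 0.154 for glycolysis in the negative list, and -1.65 for the cytosolic ribosome, 0.188 for the cytoskeleton and -0.301 for slow fibres in the positive list.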

Differences from the paper's values

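For the eQTL past the chromosome-wide significance level of 1%, the description of Additional file 2 gives the paper's value of 68, while 156 eQTL of that file exceed its 1% threshold. The results text of the paper also gives 156. None of the alternatives set before the data were examined bears on this count.

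The paper names the cytoskeleton among the groups overrepresented in its positive list, and extracellular matrix receptor and calcium signalling as pathways. In the lists used here, which are not the paper's gene ontology and KEGG terms, the positive transcripts were not overrepresented at an adjusted p under 0.05: 1 of 40 cytoskeleton probe sets, 3 of 33 matrix probe sets (adjusted p = 0.42) and 5 of 37 of calcium handling (adjusted p = 0.093). Of the alternatives, all probe sets that are not controls gave 5 of 40 of calcium handling (adjusted p = 0.029), and no other setting called these 3 lists. The counts for the positive and negative lists hold only probe sets with 1 symbol in the annotation used here. Called probe sets with no symbol were left out, among them those of LAMA4, FN1 and COL4A1 of Table 2 and GNAS and ATP2B4 of Table 3. These counts therefore cannot decide whether the paper's own groups are overrepresented. The paper names protein metabolism among the groups of its negative list. The mitochondrial ribosome was overrepresented there (15 of 69, adjusted p = 8.6e-05), but the proteasome (2 of 38) and the cytosolic ribosome (0 of 77, unadjusted p = 0.022 in the other direction) were not.

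The paper places COX6A2 with the other genes of oxidative phosphorylation in Table 5. Its probe set did not follow the other 19 (r = 0.0367, p = 0.76), which themselves all passed, and it did so under none of the alternatives, the nearest being the values as deposited, chosen after the results had been seen (r = 0.216, p = 0.067). The paper gives USP39 a negative r with drip loss. Over all 74 animals USP39 rose with the score of the positive transcripts (r = 0.288, adjusted p = 0.014). With the block means removed it did not (r = -0.049, p = 0.69), and it then followed the negative transcripts (r = 0.375, p = 0.0013), with r = 0.652 in the 24 animals and 0.168 (p = 0.25) in the 50, these blocks chosen after the results had been seen.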

Other observations

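The values of each block alone and the values as deposited were chosen after the results had been seen. DGAT2, an enzyme of fat synthesis, FABP4, the fatty acid carrier of fat cells, and ADIPOQ, the hormone they release, followed 9 adipocyte markers with r = 0.923 (0.953 and 0.937 in the 24 and the 50 animals), 0.885 (0.935 and 0.855) and 0.866 (0.906 and 0.854). The lowest of the list was ADIPOR2, the receptor of that hormone, with 0.371. The mean r of the list was 0.61 (0.658 in the 24 and 0.593 in the 50 animals), and 9 of 9 genes passed, 9 when adjusted over the list alone. The adipocyte score rose with the extracellular matrix score (r = 0.606, rho = 0.565, 0.543 without the 2 animals farthest from the median, 0.612 and 0.579 in the blocks) and fell as that of oxidative phosphorylation rose (r = -0.449, rho = -0.485, -0.498 without the 2 animals, -0.651 and -0.327 in the blocks, adjusted p = 0.00036, and 0.252 in the values as deposited). LAPTM5, C1QA and FCER1G, of lysosomes, complement and antibody receptors in leukocytes, followed 9 leukocyte markers with r = 0.865, 0.817 and 0.793, and CD163, a scavenger receptor of macrophages, with 0.35. The mean r was 0.511, and 9 of 9 genes passed, 9 when adjusted over the list alone. The leukocyte score rose with the cytoskeleton score (r = 0.671, rho = 0.565, 0.641 without the 2 animals, 0.717 and 0.659 in the blocks) and with the matrix score (r = 0.465, rho = 0.4, 0.39 without the 2 animals, 0.638 and 0.377 in the blocks). Marker lists do not tell which cells the transcripts came from.

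CDH5 and PECAM1, of the junctions between endothelial cells, followed 9 endothelial markers with r = 0.724 and 0.688 (mean r of the list 0.296, 8 of 9 genes passing, 8 when adjusted over the list alone). ACTA2, the actin of smooth muscle, followed 6 smooth muscle markers with r = 0.726 and RGS5, of pericytes, did not (-0.00929). The mean r of that list was 0.269, and 5 genes passed either adjustment. DPT, a matrix protein of fibroblasts, followed 7 fibroblast markers with r = 0.421, but the mean r of 0.0782 lay within that of random lists (p = 0.17), with 4 genes passing either adjustment. FOS and BTG2, induced within minutes of a stimulus, followed 18 immediate early and heat shock genes with r = 0.818 each, and BAG3, a partner of heat shock proteins, with 0.802, while JUN had 0.0872, which rose to 0.385 with the block means removed and then passed (adjusted p = 0.00097). The mean r was 0.402, with 17 of 18 genes passing, 17 when adjusted over the list alone. Of these 18 genes 16 were lower in the 24 animals, and the score by -1.68 SD (adjusted p = 6.5e-05). The positive list of Additional file 1 holds 3 of their 27 probe sets (adjusted p = 0.31, Fisher's exact test), and 5 of 31 with all probe sets that are not controls (adjusted p = 0.011). MYF6, a muscle regulator, ran against the other 4 of 5 myogenic genes (r = -0.283, adjusted p = 0.019). With the block means removed MYF6 had r = -0.245 (adjusted p = 0.051). The mean r of the list was -0.0572 (p = 0.72), and 0 genes passed in the positive direction, over all lists or over the list alone. Between the blocks, 9 of 26 lists were higher in the 24 animals and 3 lower at an adjusted p under 0.05. The others included slow and fast fibres, adipocyte, endothelial, leukocyte and fibroblast markers.

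Over all lists, 383 of 485 list members were positively correlated with the mean of their list, and 396 with the block means removed. A gene in several lists, such as oxidative phosphorylation and its complexes, counts in each of them. Of the 26 lists, 19 lay above the range of 95% of random lists (20 with the block means removed). Of 320 pairs of lists, 103 were positively and 63 negatively correlated at an adjusted p under 0.05, and in the values as deposited 319 and 0. The proteasome score rose with that of the mitochondrial ribosome (r = 0.684, rho = 0.618, 0.611 without the 2 animals, 0.846 and 0.725 in the blocks) and fell as that of adipocytes rose (r = -0.532, rho = -0.529, -0.519 without the 2 animals, -0.593 and -0.517 in the blocks, and 0.367 in the values as deposited). The 3' over 5' ratios of GAPDH and beta-actin, which rise as RNA degrades, were related by r to none of the 26 lists at an adjusted p under 0.05 in 52 permutation tests. The lowest adjusted p was 0.092, for complex III with GAPDH (r = 0.331) and beta-actin (r = 0.34) and for endothelial markers with GAPDH (r = -0.323). By rho, whose p values were not adjusted, GAPDH had -0.351 with endothelial markers (p = 0.0023) and -0.338 with complex I (p = 0.0034). With the block means removed these were -0.404 (p = 0.0004) and -0.155 (p = 0.19). Immediate early and heat shock genes had rho = 0.332 with GAPDH (p = 0.0042), and complex III had 0.312 with beta-actin (p = 0.007). Both lists were lower in the 24 animals, as were both ratios. With the block means removed their rho was 0.0704 (p = 0.55) and 0.106 (p = 0.37). The ratios were 0.15 ± 0.07 (SD) in the 24 and 0.20 ± 0.06 in the 50 animals for GAPDH on the log2 scale (p = 0.00045), and 1.72 ± 0.17 and 1.81 ± 0.18 for beta-actin (p = 0.049).

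Random traits, 10000 in number and drawn with no relation to the animals, were correlated with the scaled values of the probe sets. The paper correlated predicted values from a model with family, sex, carcass weight and slaughter date, so these counts are not those of chance in its own procedure. Of the traits 0 reached 1279 of the kept probe sets at the paper's lowest called r, with a median of 4 and a highest count of 854. As deposited, without scaling, 10 did, with a highest count of 2728.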
